# Genome-wide translational response of *Candida albicans* to fluconazole treatment

**DOI:** 10.1128/spectrum.02572-23

**Published:** 2023-08-23

**Authors:** Saket Choudhary, Vasanthakrishna Mundodi, Andrew D. Smith, David Kadosh

**Keywords:** fluconazole, ribosome profiling, translational control, transcriptional profiling, *Candida albicans*

## Abstract

Azoles are commonly used for the treatment of fungal infections, and the ability of human fungal pathogens to rapidly respond to azole treatment is critical for the development of antifungal resistance. While the roles of genetic mutations, chromosomal rearrangements, and transcriptional mechanisms in azole resistance have been well-characterized, very little is known about post-transcriptional and translational mechanisms that drive this process. In addition, most previous genome-wide studies have focused on transcriptional responses to azole treatment and likely serve as inaccurate proxies for changes in protein expression due to extensive post-transcriptional and translational regulation. In this study, we use ribosome profiling to provide the first picture of the global translational response of a major human fungal pathogen, *Candida albicans*, to treatment with fluconazole (Flu), one of the most widely used azole drugs. We identify sets of genes showing significantly altered translational efficiency, including genes associated with a variety of biological processes such as the cell cycle, DNA repair, cell wall/cell membrane biosynthesis, transport, signaling, DNA- and RNA-binding activities, and protein synthesis. We observe both similarities and differences among the most highly represented gene categories (as defined by gene ontology) that are regulated by fluconazole at the translational vs transcriptional levels. Importantly, however, very few genes that are translationally regulated by fluconazole are also controlled transcriptionally under this condition. Our findings suggest that *C. albicans* possesses distinct translational mechanisms that are important for the response to antifungal treatment, which could eventually be targeted by novel antifungal therapies.

**IMPORTANCE:**

Azoles are one of the most commonly used drug classes to treat human fungal pathogens. While point mutations, chromosomal rearrangements, and transcriptional mechanisms that drive azole resistance have been well-characterized, we know very little about the role of translational mechanisms. In this study, we determined the global translational profile of genes that are expressed in the major human fungal pathogen *Candida albicans* in response to fluconazole, one of the most widely used azole drugs. We find both similarities and differences among the most highly represented categories of genes regulated by fluconazole at the transcriptional and translational levels. Interestingly, however, many of the specific genes that are regulated by fluconazole at the translational level do not appear to be controlled by transcriptional mechanisms under this condition. Our results suggest that distinct *C. albicans* translational mechanisms control the response to antifungals and could eventually be targeted in the development of new therapies.

## INTRODUCTION

*Candida albicans* is the fourth leading cause of hospital-acquired bloodstream infections in the United States (1 – 3) and a major human fungal pathogen that is responsible for a diverse array of both systemic and mucosal infections (4 – 8). Cancer patients undergoing chemotherapy, recipients of artificial joints/prosthetic devices, AIDS patients, organ transplant recipients, and additional immunocompromised individuals are susceptible to acquiring a wide variety of both systemic and mucosal infections (4 – 8). The cost of treating patients with hospital-acquired *Candida* infections is approximately $1 billion per year (9, 10).

Currently, only three major classes of antifungals are available to treat patients with candidiasis: azoles, echinocandins, and polyenes (11 – 14). Azoles, the most commonly used drug class, specifically target the ergosterol biosynthesis pathway, which is important for maintaining fungal cell membrane integrity (15). Repeated treatment of recurring *Candida* infections with antifungals, in addition to increased use of long-term antibiotic prophylaxis, has led to a significant increase in the frequency of drug-resistant clinical isolates (11 – 14). Antifungal resistance, and resistance to azoles in particular, is a clinically significant problem and has been classified as a serious health threat by both the Centers for Disease Control and World Health Organization (http://apps.who.int/iris/bitstream/10665/112642/1/9789241564748_eng.pdf, http://www.cdc.gov/drugresistance/threat-report-2013/pdf/ar-threats-2013-508.pdf#page=63).

Many previous studies have characterized genetic point mutations, transcriptional mechanisms, and chromosomal rearrangements that confer azole resistance in *C. albicans* and other human fungal pathogens. For example, drug-resistant isolates have shown increased transcription of *ERG11*, encoding the azole target enzyme lanosterol 14-α-demethylase, or point mutations that reduce the affinity of Erg11 for azoles (15 – 18). While considerably less is known about translational mechanisms that control antifungal resistance, several lines of evidence suggest that they play important roles. In the related human fungal pathogen *Candida glabrata*, Erg11 protein, but not transcript, levels were shown to be up-regulated in azole-resistant vs. susceptible isolates (19). Also in *C. glabrata*, *SSD1*, which encodes a RNA-binding protein and translational inhibitor, has recently been shown to regulate echinocandin resistance as well as expression of the Fks1 and Fks2 echinocandin target proteins (20). In addition, a previous study in *C. albicans* has shown that adaptive mistranslation of the CUG codon to leucine, rather than serine, can specifically promote the acquisition of fluconazole resistance (21).

Eukaryotic 5′ untranslated regions (UTRs) are known to direct translational control via upstream open reading frames as well as by formation of secondary structures, which can associate with RNA-binding proteins to inhibit ribosome accessibility and/or promote stalling; zip code sequences in 5′ UTRs can also direct transcripts to translationally inactive cellular compartments (22 – 24). In *C. albicans*, 5′ UTR-mediated translational efficiency mechanisms are known to control white-opaque switching, mating, and morphology (25 – 27). Several transcriptional regulators of azole resistance, including Upc2 and Fcr1, possess long (>500 bp) 5′ UTR regions and could be under translational control as well (28). Finally, a comparative study has demonstrated that only about one-third of *C. albicans* proteins identified as showing differential protein expression (as determined by proteomics) in fluconazole-resistant vs susceptible isolates also showed altered transcript levels (29), suggesting that there is significant regulation at the post-transcriptional, and possibly translational, level.

Whole-genome transcriptional profiling experiments have reported significant alterations in *C. albicans* transcript levels that occur in response to treatment with azoles (30 – 33). Up-regulated genes included those involved in plasma membrane/cell wall synthesis/maintenance, stress responses, metabolism (including carbohydrate and lipid/fatty acid metabolism), ergosterol biosynthesis, and drug efflux. Genes down-regulated in response to fluconazole were involved in protein synthesis and DNA synthesis/repair. However, whole-genome transcriptional profiling can often serve as an inaccurate proxy for gene expression due to extensive changes at the post-transcriptional and translational levels.

In order to gain a better understanding of global translational changes in *C. albicans* gene expression, we have been using a powerful new technique, ribosome profiling (34). Through genome-wide identification of all sequences bound to ribosomes, ribosome profiling provides a comprehensive picture of the translational activity of every gene and, importantly, also serves to identify certain key translational parameters, including translational efficiency. We have recently used this approach to define the global translational profile of the *C. albicans* morphological transition, a key virulence trait (35). Many transporters and permeases previously demonstrated to be transcriptionally regulated in response to antifungal treatment also showed increased translational efficiency during filamentation, as well as the *YCF1* ABC transporter, likely involved in multidrug resistance, and *ERG251*, involved in ergosterol biosynthesis (30, 35, 36). Interestingly, several genes involved in filamentation and pathogenesis known to be strongly induced at the transcriptional level showed reduced translational efficiency, suggesting that a translational fine-tuning mechanism is in place to tightly control their expression under filament-inducing conditions (35). These findings indicated that *C. albicans* translational expression patterns do not simply parallel transcriptional expression and highlight the importance of ribosome profiling for the identification of novel translational mechanisms. In the current study, we use ribosome profiling to examine the *C. albicans* genome-wide translational profile upon fluconazole treatment. We observe both similarities and differences among the most highly represented categories of genes controlled at the translational vs transcriptional levels. However, very few genes that are regulated at the translational level by fluconazole are also regulated by transcription under this condition. In addition to providing the first report of the global translational profile of a human fungal pathogen in response to antifungal treatment, this study is likely to lead to the identification of novel translational mechanisms that drive drug resistance and can be exploited for the development of new and more effective antifungal therapies.

## RESULTS

### Ribosome profiling of *C. albicans* cells grown in the presence and absence of fluconazole

A wild-type *C. albicans* strain was grown in the presence of 1 µg/mL fluconazole or DMSO (a vehicle-only, no drug control) for 6 h. This concentration and exposure time were selected for our analysis because we were able to consistently observe 50% growth inhibition (IC_50_) specifically in response to fluconazole compared to the vehicle-only control. At the 6-h time point, separate aliquots of cells were harvested for RNA-seq and Ribo-seq analysis. 

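The data cover 16 libraries, with 4 biological replicates each of fluconazole Ribo-seq, no drug Ribo-seq, fluconazole RNA-seq and no drug RNA-seq. Ribo-seq reads come from mRNA fragments protected by ribosomes, and RNA-seq reads from RNA of a separate aliquot of the same cells. The authors trimmed the reads, set aside those that aligned to non-mRNA, aligned the remainder to Assembly 22 and deposited the count of reads on each of 6210 genes, summed over both alleles and not normalized. In the fluconazole RNA-seq libraries, 12001103 to 15718906 reads were counted on genes, with a median of 13862751.5. The no drug RNA-seq libraries held 10987896 to 16954431 reads, with a median of 14314281.5. Depth was lower and more variable in Ribo-seq, at 3032843 to 15048324 reads with fluconazole (median 7337400) and 1890154 to 11165165 reads without the drug (median 5051686). The 10 most abundant genes took 8.33% to 11% of the reads in fluconazole RNA-seq and 15.9% to 17.3% in no drug RNA-seq. In Ribo-seq they took 14.6% to 17.5% with fluconazole and 21.4% to 26.1% without it. Counts were normalized for library size by edgeR's TMM method and are given as CPM, the count relative to the normalized total of the library. Genes were tested when their CPM was above 1 in at least 3 of the 4 libraries of a condition; CPM takes the place of the TPM filter of the paper because gene lengths of its annotation were not at hand. RNA DE and Ribo DE were tested with edgeR's quasi-likelihood test within each assay, with a change called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05. TE, the amount of Ribo-seq signal relative to RNA-seq signal, was tested over all 16 libraries as the difference between the Ribo-seq change and the RNA-seq change of a gene. That test was limited to genes with at least 1 read in every library, and a change in TE was called at an absolute log2 fold change of at least 1 and an unadjusted P of at most 0.05, the threshold of the paper.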

Ribosome profiling was performed using a protocol optimized for *C. albicans* that we have described previously (35).

A read length distribution analysis showed that the large majority of Ribo-seq reads were in the 28–31 nt range, peaking at 30 nt (Fig. S1A), which is characteristic of ribosome-protected fragments (RPFs) in *C. albicans* and other organisms (35, 37). 

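For each pair of libraries that carry the same replicate number, Pearson's r^2 between Ribo-seq and RNA-seq was computed across genes on log2(CPM + 1), where genes are not independent replicates. In the fluconazole samples r^2 was 0.938 for replicate 1, 0.835 for replicate 2, 0.900 for replicate 3 and 0.730 for replicate 4. In the no drug samples it was 0.673, 0.575, 0.851 and 0.681 for replicates 1 to 4. The corresponding Spearman's rho ranged from 0.87 to 0.966 with fluconazole and from 0.813 to 0.921 without the drug.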

As expected, and as previously observed for our genome-wide translational analysis of *C. albicans* morphogenesis (35), Ribo-seq and RNA-seq read counts showed a strong correlation at the genome-wide level (Fig. S1B). Metagene analysis also showed a clear 3-nucleotide periodicity in the region of the start codon specifically for RPF, but not total RNA, reads (Fig. S1C). A larger peak at the −13 position relative to the start codon indicates the P-site offset (34). As a further validation, all RPF samples showed a phase score >0.41, which is an indication of significant periodicity (35, 38). 

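A principal component analysis was run on the log2 normalized counts of the 500 most variable genes in the 16 libraries. The first component held 33.8% of the variance and the second 17.6%. The 4 fluconazole RNA-seq libraries lay between -29.1 and -25.8 on the first component, and no drug RNA-seq replicates 2 to 4 lay between -27.9 and -23.2. These groups were apart on the second component, where fluconazole RNA-seq ranged from 4.43 to 7.99 and no drug RNA-seq replicates 2 to 4 from -18.0 to -12.9. No drug RNA-seq replicate 1 lay away from the other libraries of its group, at 28.95 on the first component and -73.3 on the second. The Ribo-seq libraries spread further along the first component, from -13.7 to 56.1 with fluconazole and from -5.185 to 74.1 without it. On the second component, fluconazole Ribo-seq ranged from 14.4 to 30.0 and no drug Ribo-seq from -3.77 to 5.79. The highest first components in Ribo-seq were those of no drug replicate 2 (74.1), fluconazole replicate 4 (56.1) and fluconazole replicate 2 (34.4).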

Clear groupings for all four biological replicates of fluconazole-treated and no drug Ribo-seq and RNA-seq samples were also observed in a principal component analysis (Fig. S1D). 

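Within each group, all 6 pairs of libraries were compared across genes. Pearson's r^2 ranged from 0.927 to 0.966 in fluconazole RNA-seq (median 0.95) and from 0.715 to 0.956 in no drug RNA-seq (median 0.828). For Ribo-seq it ranged from 0.746 to 0.913 with fluconazole (median 0.824) and from 0.522 to 0.905 without the drug (median 0.674). Over all pairs, the median r^2 was 0.886, and it was 0.841 with a pseudocount of 0.1 and 0.843 over genes with at least 10 reads in both libraries of a pair. The median Spearman's rho, which is not squared, was 0.942. The lowest values came from libraries in which many moderately expressed genes had almost no reads. Among genes with a mean log2(CPM + 1) of 4 to 6 in the other libraries of the group, 25.6% fell under 1 CPM in no drug Ribo-seq replicate 2 (95% exact confidence interval 23.7% to 27.5%). The share was 15.5% (14.0% to 17.1%) in no drug RNA-seq replicate 1 and 9.40% (8.16% to 10.8%) in fluconazole Ribo-seq replicate 4. It was at most 1.35% in each of the other 13 libraries, and the former 3 are called sparse. These intervals cover counting error only.

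**Figure D1:**
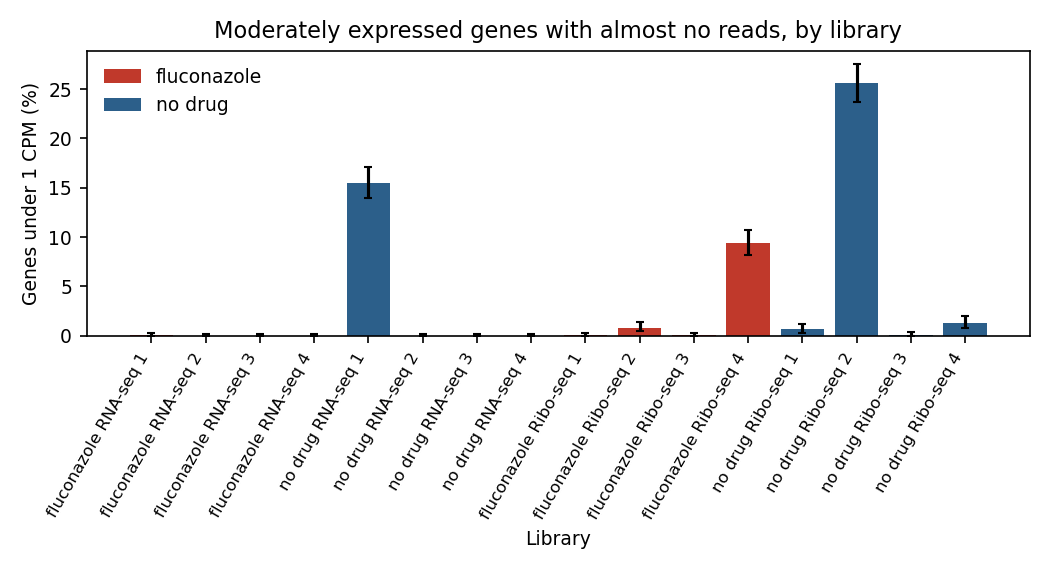
Percentage of moderately expressed genes with under 1 CPM in each of the 16 libraries, with 95% exact confidence intervals, for fluconazole and no drug samples. No drug RNA-seq 1, fluconazole Ribo-seq 4 and no drug Ribo-seq 2 stand at 15.5%, 9.40% and 25.6%, and the other libraries at 1.35% or less.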

An analysis of all pairwise combinations of Ribo-seq (Fig. S2) and RNA-seq (Fig. S3) samples demonstrated a strong correlation in read counts, indicating a high degree of consistency. Overall, these findings validated the quality of our ribosome profiling data set that was used to examine global alterations in *C. albicans* translation in response to fluconazole treatment.

**Fig 1:**
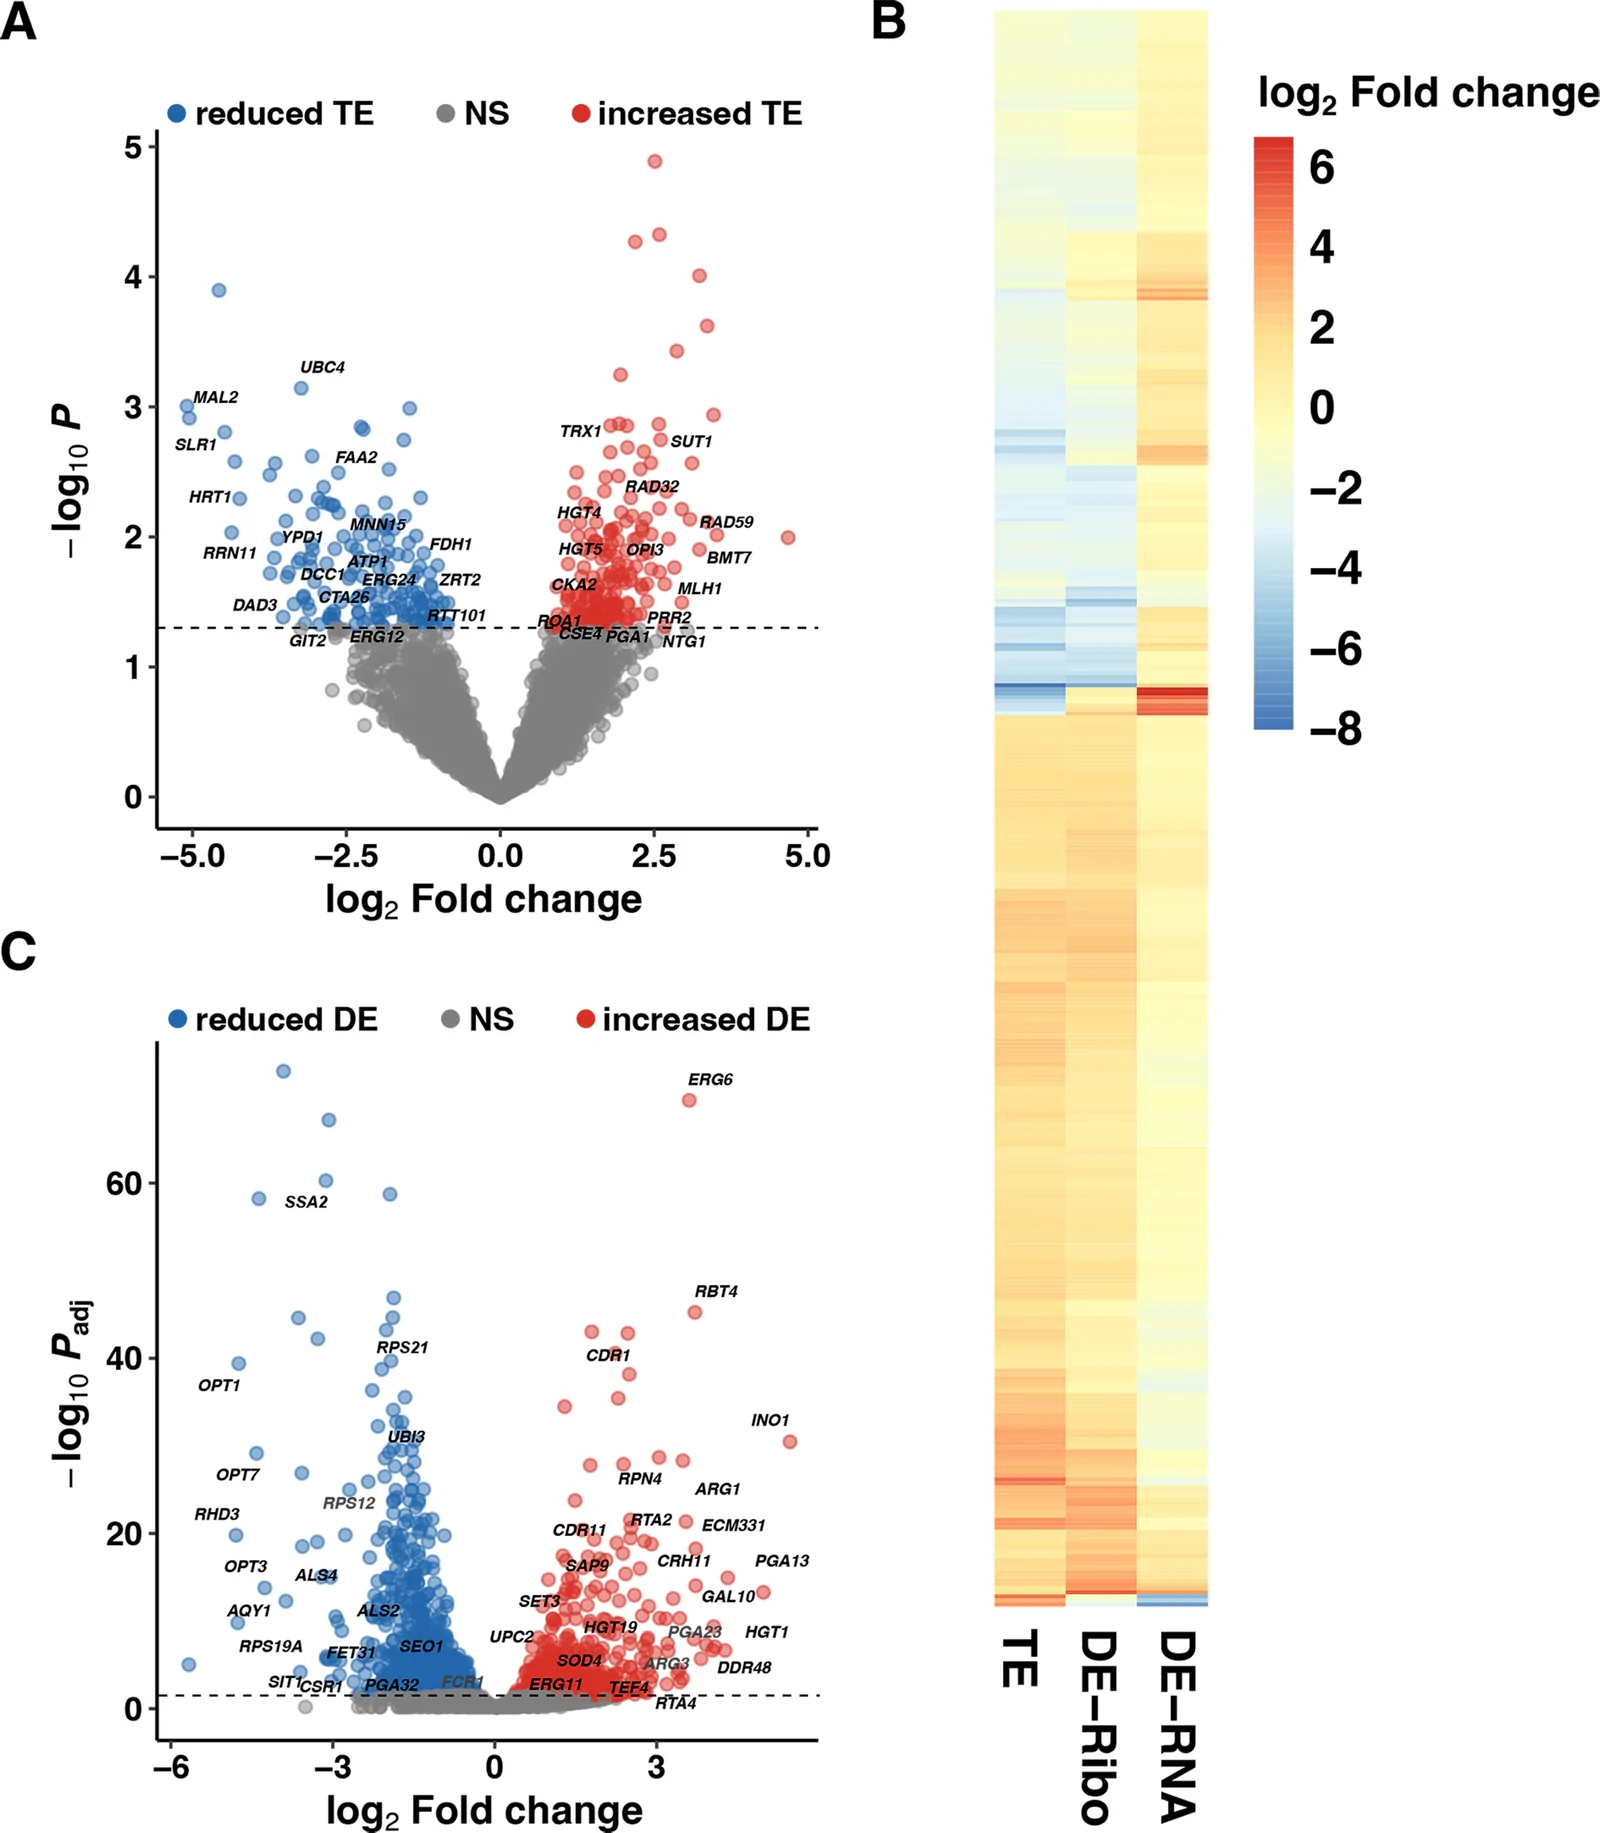
Identification of *C. albicans* genes showing alterations in translational efficiency and RNA differential expression (DE) in response to treatment with fluconazole. (**A**) Volcano plot showing genes with altered TE in the presence vs absence of fluconazole. Horizontal dashed line indicates *P* = 0.05 cutoff. (**B**) Heat map of genes with alterations in TE in the presence vs absence of fluconazole as defined in part (**A**) and Table 1. Corresponding differential expression values from both RNA-seq (DE-RNA) and Ribo-seq (DE-Ribo) in the presence vs absence of fluconazole are shown. (**C**) Volcano plot showing genes with altered RNA DE in the presence vs absence of fluconazole. Horizontal dashed line indicates *p*_adj_ = 0.05 cutoff. NS = nonsignificant.

### Ribosome profiling reveals significant differences between the translational and transcriptional responses of *C. albicans* to fluconazole treatment

Using both Ribo-seq and RNA-seq reads, we determined alterations in translational efficiency (TE) in the presence vs absence of fluconazole for each gene in our data set. 

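Of 4319 genes that could be tested for a change in TE, 48 were increased and 139 reduced at least 2-fold at an unadjusted P of at most 0.05. At that P with any size of change there were 247 genes, where chance alone would give 216. With Benjamini-Hochberg adjustment, edgeR called 0 genes, with a smallest adjusted p of 0.383. limma-voom also called 0 (smallest adjusted p 0.164), and DESeq2 called 1, the increased gene CM_00060W (adjusted p = 0.0382), which is named after its value was seen. The median standard error of the log2 fold change was 0.714 for TE, 0.756 for Ribo-seq and 0.347 for RNA-seq. TE is the difference between the other 2 changes, yet its median error lay under that of Ribo-seq. The TE fit took 1 spread between replicates per gene for both assays, so its standard errors and P may be too small. These medians also cover different genes, 4319 for TE, 5303 for Ribo-seq and 5628 for RNA-seq. Without the 3 sparse libraries, a setting chosen after seeing the data, 195 genes were called as increased. DESeq2 on genes with a mean count of 1 in each assay and size factors within each assay, also chosen after seeing the data, gave 235 reduced genes. The number of increased genes also changed with single libraries, to 97, 109, 106 and 77 without no drug Ribo-seq replicates 1, 2, 3 and 4. The number of reduced genes was 69, 63, 62 and 55 without fluconazole RNA-seq replicates 1, 2, 3 and 4, and 83 with replicates as a block, of which 67 were among the 139. Without fluconazole Ribo-seq replicate 2, edgeR called 1 gene after adjustment, CM_00060W again (2.16, standard error 0.36, adjusted p = 0.0385), whose ratio of Ribo-seq to RNA-seq was higher in 4 of 4 replicates.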

Overall, we identified 181 genes showing increased and 152 genes showing decreased TE (Fig. 1A; Table 1; Dataset S1). 

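At least 4-fold changes were called for 21 of the genes with increased TE and 40 of those with reduced TE, and at least 8-fold changes for 3 and 12. With replicates as a block the reduced genes at these limits were 14 and 2, and 5 were increased at least 8-fold. The 4-fold increases were 42 and 54 without no drug Ribo-seq replicates 1 and 3, where 8 and 9 reached 8-fold. Those at 8-fold were 5 without fluconazole RNA-seq replicate 2, 0 without no drug RNA-seq replicate 1 and 1 without fluconazole Ribo-seq replicate 4. The 4-fold reductions were 21, 18, 22 and 21 without fluconazole RNA-seq replicates 1 to 4 and 26 without no drug Ribo-seq replicate 2, and those at 8-fold were 7 and 5 without fluconazole RNA-seq replicates 1 and 2. The 3 genes increased at least 8-fold were CR_04860C, C2_05510C and C2_09920W, the last of which was picked out after its value was seen. Among called genes in which every fluconazole replicate lay on the same side of every no drug replicate, the largest increases were in CR_04860C, with a log2 fold change of 3.08 (standard error 1.02), C2_05510C, with 3.03 (1.00), and C1_05740C, with 2.76 (1.24). The largest reductions were in *DAL1* (C3_00180C), with -4.83 (1.57), C3_07900C, with -4.45 (1.41), and C5_05260W, with -3.74 (1.29). Without no drug Ribo-seq replicate 2, the log2 fold change of C5_05260W was -1.43 and its change was no longer called. C1_05740C was called in 9 of the 16 fits that each left out 1 library. It was not called without fluconazole RNA-seq replicates 1 (2.55) or 4 (2.72), no drug RNA-seq replicate 1 (2.08), fluconazole Ribo-seq replicate 4 (1.85) or no drug Ribo-seq replicates 1 (2.73), 2 (2.55) or 4 (2.47). With replicates as a block, C1_05740C had 2.24 and C5_05260W -2.43, and neither was called. DESeq2 gave C5_05260W no P and so did not call it, nor did DESeq2 on all genes, an alternative chosen after seeing the data. C1_05740C was also past the threshold neither with limma-voom (2.51) nor with the filter of a mean count of 10 (2.80), and without the 3 sparse libraries, chosen after seeing the data, the changes were 1.04 and -1.04 and not called.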

A high proportion of these genes exhibited large (≥4-fold) changes in TE (Table 1). 

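Of the 48 genes with increased TE, 46 (95.8%) had a Ribo-seq log2 fold change above 0, with a median of 1.72, and 12 were themselves called as increased Ribo DE. The other 2 were *TEF1*, with -0.15, and C3_07670W, with -0.38, the latter named after its values were seen. The RNA-seq change of the 48 genes was above 0 for 17 and below 0 for 31, with a median of -0.31. Of the 139 genes with reduced TE, 134 (96.4%) had a Ribo-seq change below 0, with a median of -1.43, and 22 were called as reduced Ribo DE. The remaining 5 were *CSH1* (C1_04020C), *OYE32* (C4_06780C), *ECM331*, C4_05440C and C5_05440C, of which only *ECM331* was chosen before the values were seen. RNA-seq signal was higher with fluconazole for 99 of the reduced genes and lower for 40, with a median log2 fold change of 0.33. TE is computed from the Ribo-seq change, so most called genes can share its direction by construction. The shares that arise without a change in TE were not computed. Across all tested genes, 152 were called as increased and 255 as reduced Ribo DE, among 5303 genes. With DESeq2, these Ribo DE counts were 255 and 414. Without no drug Ribo-seq replicate 2, increased Ribo DE was called for 312 genes.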

Nearly, all genes with increased TE in response to fluconazole showed increased differential expression (DE) of Ribo-seq reads, while most genes with reduced TE showed reduced DE of Ribo-seq reads and several showed increased DE of RNA-seq reads (Fig. 1B). Example read count traces for one gene showing increased TE (*CNT*) and another gene showing reduced TE (*ARO3*) are presented in Fig. 2.

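*CNT* (C2_06020W) had 127 ± 34.7 normalized CPM in Ribo-seq with fluconazole and 32.7 ± 15.9 without it (SD, n = 4). Its RNA-seq signal was 117 ± 18.7 CPM with fluconazole and 107 ± 20.5 without it (SD, n = 4). The log2 fold change in TE was 1.69 (standard error 0.52), with a p of 0.0286 in the two-sided exact permutation test of the log2 ratios of Ribo-seq to RNA-seq. Leaving out each library in turn kept the TE change of *CNT* between 1.45 and 2.07 and called in 16 of 16 fits. *ARO3* (C2_02030W) had few reads, with 0.700 ± 0.825 Ribo-seq CPM with fluconazole and 21.1 ± 23.6 without it (SD, n = 4). In RNA-seq it had 6.97 ± 3.72 CPM with fluconazole and 26.5 ± 15.4 without it (SD, n = 4). Its change in TE was -3.11 (standard error 1.51; exact permutation p = 0.114). Because *ARO3* had 0 reads in 1 library, it fell outside the genes tested for TE, and this value comes from the fit without a filter on low counts. *ARO3* was called as reduced without fluconazole Ribo-seq replicate 2, at -2.85, with a mean count of 10 in place of the filter, at -3.32, and by DESeq2 run on all genes, an alternative chosen after seeing the data, at -3.40.

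**Figure D2:**
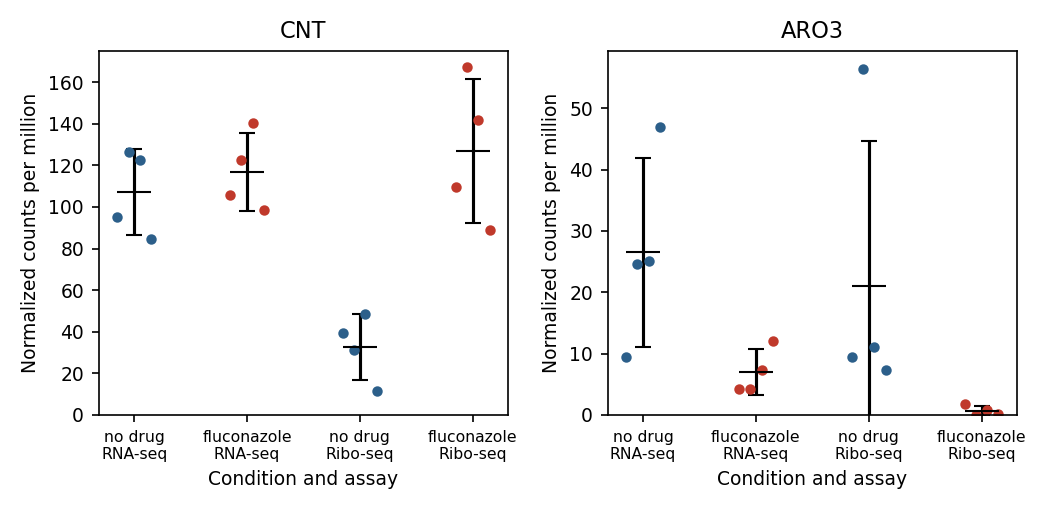
Normalized CPM of *CNT* and *ARO3* in each RNA-seq and Ribo-seq library, by condition, with the mean and SD of 4 replicates. Ribo-seq of *CNT* averages 127 with fluconazole against 32.7 without it, while *ARO3* averages 0.700 against 21.1.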

**Fig 2:**
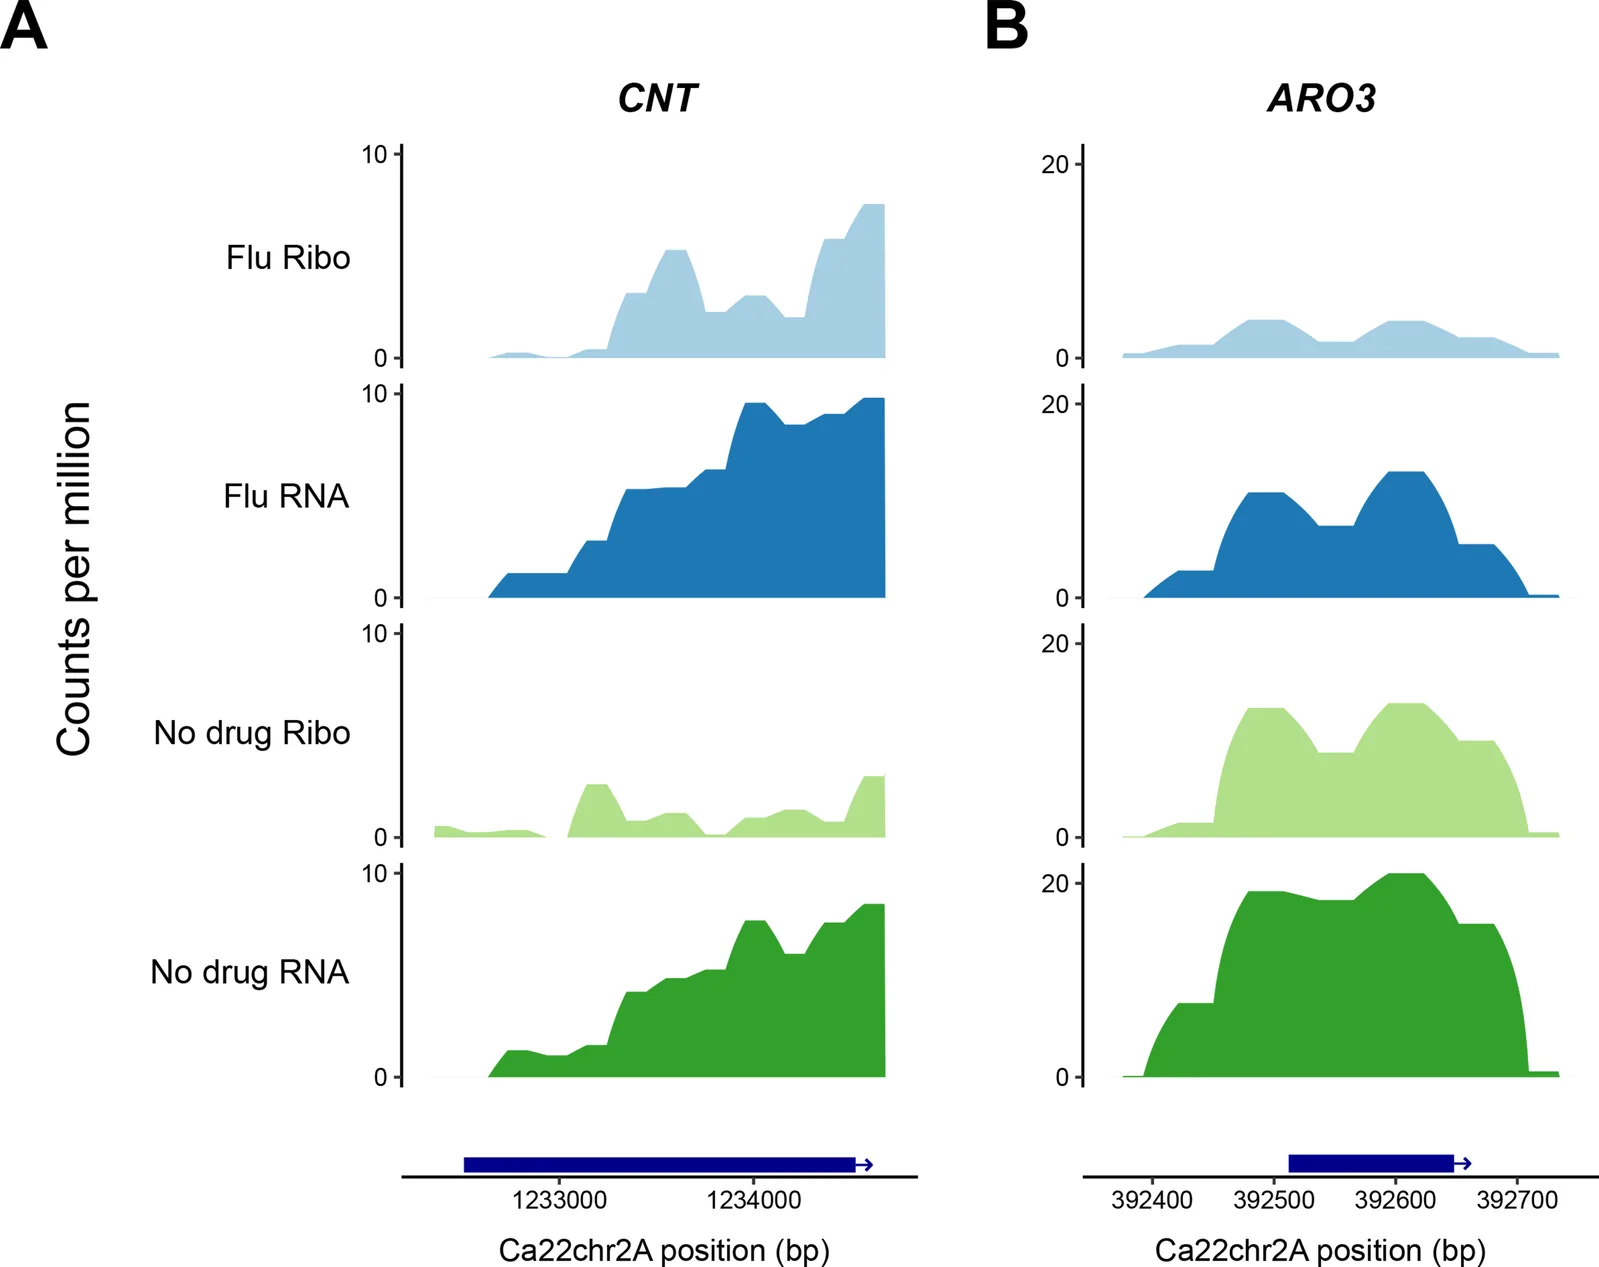
Example read coverage plots for *C. albicans* genes showing differential translational efficiency in response to fluconazole treatment. Normalized Ribo-seq and RNA-seq average read coverage across four replicates are shown for *CNT* (**A**), which shows increased TE, and *ARO3* (**B**), which shows reduced TE.

**TABLE 1:** Number of genes showing significantly altered translational efficiency and RNA differential expression during treatment of *C. albicans* with fluconazole

	≥2-fold	≥4-fold	≥8-fold
Number of genes showing increased TE^*a*^	181	59	9
Number of genes showing reduced TE^*a*^	152	81	34
Number of genes showing increased RNA DE^*b*^	337	104	28
Number of genes showing reduced RNA DE^*b*^	509	86	25

^*a*^ Fold changes are based on mean translational efficiency values in cells grown in YEPD + fluconazole vs YEPD + vehicle only control at 30°C at the 6-h time point, from four independent experiments (*n* = 4, TPM >1 in at least three replicates, *P* ≤ 0.05).

^*b*^ Fold changes are based on mean RNA differential expression values in cells grown in YEPD + fluconazole vs YEPD + vehicle only control at 30°C at the 6-h time point, from four independent experiments (*n* = 4, TPM >1 in at least three replicates, *P*_adj_ ≤ 0.05).

Using the set of genes with increased TE in response to fluconazole treatment, a gene ontology (GO) analysis indicated a strong representation of gene categories associated with the cell cycle, plasma membrane, mitochondrial envelope, response to drug as well as transporters, and DNA-binding activity (Fig. 3A; Dataset S2). 

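Dataset S2 lists 119 different gene names under the 58 terms for increased TE, and 116 of them could be matched to the counts. All 116 had a log2 fold change in TE above 0, with a median of 1.43. Of the 108 that could be tested, 25 were called as increased with edgeR, and 42 with DESeq2. After Benjamini-Hochberg adjustment edgeR called 0 of them, both over all genes and adjusted over the list alone; the study chose this list on these samples, so the second count is not independent evidence. Under the term cell cycle, 5 of 17 listed genes were called, and under transporter activity 5 of 16. The plasma membrane term had 5 of 14 called, and the mitochondrial envelope term 4 of 12, of which 10 were matched. For response to drug 1 of 13 was called, and for DNA binding 1 of 13. The smallest adjusted p in this list of Dataset S2, the paper's value, is 0.659. Enrichment of the terms was not tested, because the membership of each term among all genes was not at hand.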

Interestingly, many genes involved in DNA repair showed elevated TE in response to fluconazole, including *RAD59*, *RAD32*, *NTG1,* and *MLH1* (Table 2; Dataset S1). 

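*RAD59* (C4_05270C) had 15.9 ± 13.6 Ribo-seq CPM with fluconazole and 5.31 ± 5.73 without it, against 9.43 ± 2.78 and 20.4 ± 15.7 RNA-seq CPM (SD, n = 4). Its log2 fold change in TE was 2.59 (standard error 1.20), past the threshold on P, with an exact permutation p of 0.0571. *RAD32* (C2_03540W) was also called, with 2.47 (standard error 1.10; exact permutation p = 0.114). Both calls depended on single libraries. *RAD59* was called in 8 of the 16 fits that left out 1 library and had 1.89 without no drug RNA-seq replicate 1, 1.78 without fluconazole Ribo-seq replicate 4 and 2.26 without no drug Ribo-seq replicate 2. It also lost its call without any 1 of the 4 fluconazole RNA-seq libraries (2.48 to 2.78) or no drug Ribo-seq replicate 4 (2.28). *RAD32* was called in 9 of 16 and had 1.98 without no drug RNA-seq replicate 1 and 1.78 without fluconazole Ribo-seq replicate 4. The others that dropped it were fluconazole RNA-seq replicates 2 (2.41) and 3 (2.41), fluconazole Ribo-seq replicate 1 (2.33), and no drug Ribo-seq replicates 2 (2.23) and 4 (2.20). *NTG1* (C1_08200W) had 0 reads in 1 library and was outside the tested genes; the fit without a filter gave 2.13 (standard error 1.46; exact permutation p = 0.229). Neither *RAD59* nor *RAD32* was called with replicates as a block (2.66 and 1.69) or without the 3 sparse libraries, chosen after seeing the data (0.84 and 1.09). *RAD59* also lost its call with no filter (2.68), with a mean count of 10 (2.62) and at equal depth (2.06), and *RAD32* with limma-voom (1.43).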

Several membrane transporters also showed significantly increased TE, including *ROA1*, a PDR1-subfamily ABC transporter involved in sensitivity to azoles, the *HGT4* and *HGT5* glucose transporters, *MRS4*, a mitochondrial carrier family member involved in iron homeostasis, as well as *CNT*, an H^+^ nucleoside symporter. 

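*CNT* and *HGT4* (C3_04930C) were the transporters among these whose TE change was called. *HGT4* had 87.2 ± 29.5 Ribo-seq CPM with fluconazole and 12.7 ± 7.28 without it, and 89.6 ± 12.9 and 41.0 ± 24.4 RNA-seq CPM (SD, n = 4). Its log2 fold change in TE was 1.53 (standard error 0.73; exact permutation p = 0.0286), and its Ribo-seq change of 2.71 had an adjusted p of 0.0307 from edgeR, higher in 4 of 4 replicates. The call of *HGT4* held in 7 of 16 fits that left out 1 library, where the change ranged from 1.04 without no drug RNA-seq replicate 1 to 1.94. The others without which it was lost were fluconazole RNA-seq replicates 1 (1.65), 2 (1.54) and 3 (1.62), no drug RNA-seq replicate 4 (1.56), fluconazole Ribo-seq replicates 1 (1.57), 3 (1.63) and 4 (1.25), and no drug Ribo-seq replicate 1 (1.63). Nor was *HGT4* called with limma-voom (1.46), at equal depth (1.35) or without the 3 sparse libraries, chosen after seeing the data (0.59). For *HGT5* (C3_05270C) the change was 1.55 (0.94), and every fluconazole ratio of Ribo-seq to RNA-seq was above every no drug ratio (exact permutation p = 0.0286), but P was above the threshold in edgeR and DESeq2. limma-voom called *HGT5*, at 1.98, as did the fit without no drug Ribo-seq replicate 3, at 2.25. *ROA1* (C1_01920W) had 1.27 (standard error 0.81; exact permutation p = 0.0857) and was called only without no drug Ribo-seq replicate 4, at 1.88. *MRS4* (C2_08070C) had 1.23 (standard error 0.74; exact permutation p = 0.0571) and was called by limma-voom, at 1.79, and without the 3 sparse libraries, at 1.17.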

A number of genes involved in cell wall/cell membrane synthesis also demonstrated increased translation, including the *BMT7* β-mannosyltransferase, *OPI3* phosphatidylethanolamine *N*-methyltransferase, *PGA1* GPI-anchored protein, *ECM15,* and *PEX11* (Table 2; Dataset S1). 

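With edgeR, 0 of these 5 genes reached the threshold of P at most 0.05 for TE, and with DESeq2 1 did, although each log2 fold change was above 1. *PEX11* (C6_04310W) had 1.52 (standard error 0.81; exact permutation p = 0.0857) and was called by DESeq2, at 1.56, and by limma-voom, at 1.85. It was also called without fluconazole Ribo-seq replicate 4, at 1.85, and without no drug Ribo-seq replicate 1, at 2.35. *OPI3* (C3_06570C) had 1.53 (standard error 0.85; exact permutation p = 0.0857) and was called with replicates as a block, at 2.00, and by limma-voom, at 2.26. Its P also passed the threshold without no drug Ribo-seq replicate 2, at 1.16, or replicate 4, at 2.14. For *PGA1* (CR_10480W), with 1.57 (1.05), the fluconazole and no drug ratios did not overlap (exact permutation p = 0.0286). *ECM15* (C3_06480C) had 1.49 (standard error 0.92; exact permutation p = 0.0857) and was called by limma-voom, at 2.00, and without no drug Ribo-seq replicate 3, at 2.35. *BMT7* (C3_03450C) had 0 reads in 1 library; the fit without a filter on low counts gave 2.35 (standard error 1.47; exact permutation p = 0.0571). Without the 3 sparse libraries, chosen after seeing the data, *PEX11* (1.67) and *ECM15* (1.23) were called. The Ribo-seq signal of *BMT7* was 16.4 ± 6.36 CPM with fluconazole and 3.38 ± 2.72 without it (SD, n = 4).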

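*TRX1* (CR_10350C) had 120.5 ± 30.2 Ribo-seq CPM with fluconazole and 50.2 ± 29.6 without it (SD, n = 4). The RNA-seq values of *TRX1* were 227.5 ± 33.7 and 292 ± 39.3 CPM (SD, n = 4). The change in TE was 1.49 on the log2 scale (standard error 0.58; exact permutation p = 0.0286), and it was called in all 16 fits that left out 1 library, between 1.15 and 1.86. *PLC1* (C7_03710C) had a change of 0.95 (standard error 0.70) and no overlap between the ratios of the conditions (exact permutation p = 0.0286), and was not called. *GPI14* could not be matched to a gene in the counts by name, and no value is given for it.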

Several genes associated with stress responses, including the *GPI14* glycosylphosphatidylinositol-α 1,4 mannosyltransferase I catalytic subunit and *TRX1* thioredoxin, involved in the response to reactive oxygen species, as well as *PLC1* phosphoinositide-specific phospholipase C, also showed increased TE. 

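*SUT1* (C5_03130W) had 57.2 ± 31.6 Ribo-seq CPM with fluconazole and 19.07 ± 11.7 without it, and 17.3 ± 8.50 and 27.2 ± 4.48 RNA-seq CPM (SD, n = 4). It was called, with a log2 fold change in TE of 2.12 (standard error 0.94; exact permutation p = 0.0286). The call was lost without fluconazole RNA-seq replicates 1 (2.09) or 4 (1.99), no drug RNA-seq replicates 2 (2.02) or 4 (2.09), and fluconazole Ribo-seq replicates 2 (1.88) or 4 (1.87), and with replicates as a block (2.28). *RAC1* (C1_06730W) had 1.13 (standard error 0.56; exact permutation p = 0.0286), just short of the threshold with edgeR and called by DESeq2, at 1.19. Its RNA-seq signal fell by 0.9995 on the log2 scale (adjusted p = 0.00677 from edgeR, lower in 4 of 4 replicates), and its Ribo-seq change was 0.21. *RAS1* (C2_10210C) changed by 0.93 (standard error 0.40; exact permutation p = 0.0286), under 2-fold, with a P past the threshold. *RAS1* reached 2-fold and was called without fluconazole RNA-seq replicates 2 (1.12), 3 (1.06) or 4 (1.09), fluconazole Ribo-seq replicates 1 (1.05) or 4 (1.04) or no drug Ribo-seq replicates 1 (1.17) or 3 (1.05), with no filter (1.07), with limma-voom (1.04) and without the 3 sparse libraries, chosen after seeing the data (1.11). *RAC1* was called for TE without fluconazole RNA-seq replicate 2 (1.36), no drug RNA-seq replicate 1 (1.20), or no drug Ribo-seq replicates 1 (1.34) or 3 (1.57). *CKA2* (C2_04980C) had 1.47 (standard error 0.92; exact permutation p = 0.0571) and was called by limma-voom alone, at 1.98.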

Finally, several signaling molecules, such as *CKA2*, a catalytic subunit of protein kinase CK2, which controls the calcineurin pathway to affect fluconazole sensitivity, *RAC1* G protein and *RAS1* GTPase, as well as the *SUT1* transcription factor, involved in sterol uptake, demonstrated elevated TE (Table 2; Dataset S1).

**Fig 3:**
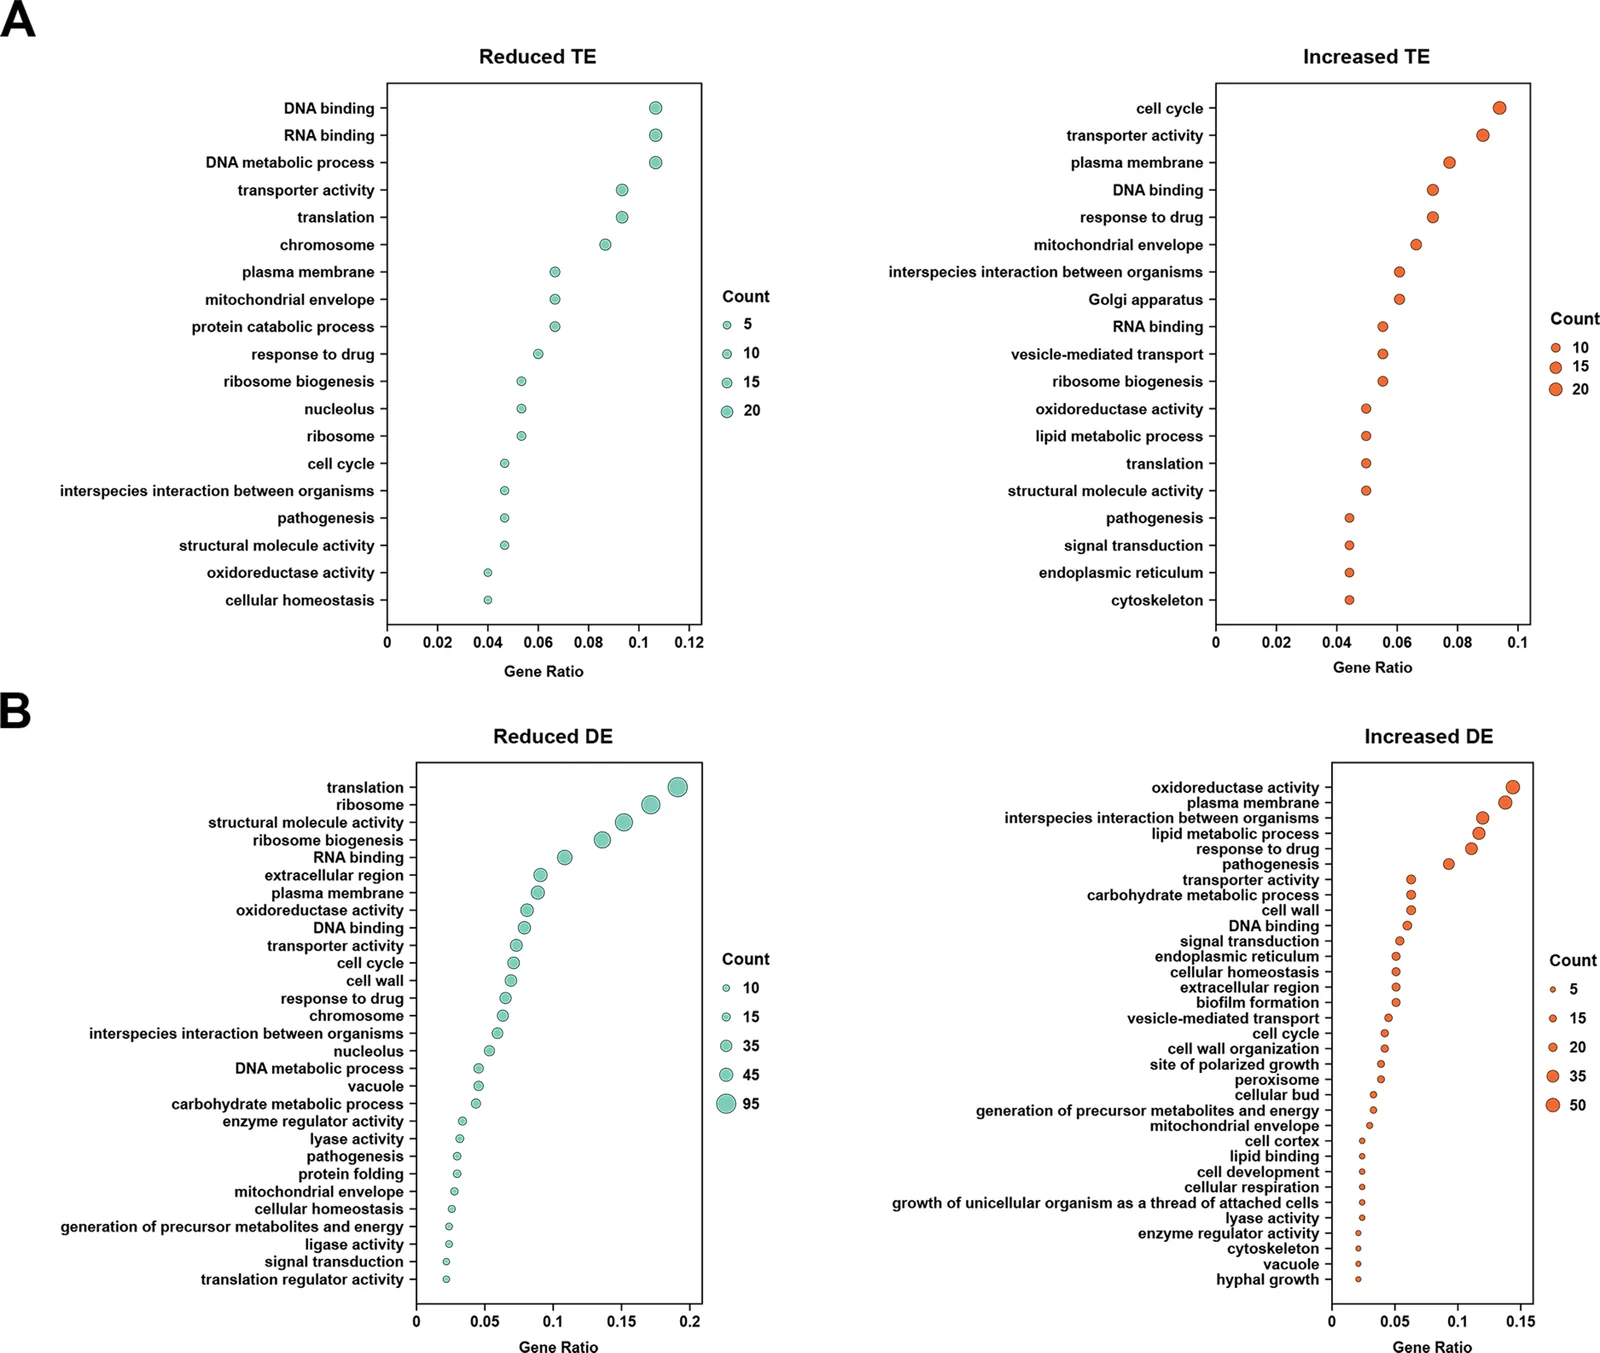
Gene ontology analysis of genes showing changes in TE and RNA DE in response to fluconazole. (**A**) Genes with significant alterations in TE, as defined in Table 1, were classified by GO terms using *C. albicans* GO Slim ontology (*Candida* Genome database, http://www.candidagenome.org/) and clusterProfiler (39). (**B**) Genes with significant alterations in RNA DE, as defined in Table 1, were classified by GO terms as described in part (**A**). Count = number of genes within each GO term.

**TABLE 2:** Selected genes showing significantly increased translational efficiency during the *C. albicans* response to fluconazole treatment

Gene name^*a*^	Ref. no.	Description^*a*^	Fold change in TE^*b*^
*RAD59*	orf19.2630	Protein involved in homologous recombination and DNA break repair	7.7
*RAD32*	orf19.866	DNA polymerase with role in DNA repair; down-regulation associated with azole resistance	6.7
*PRR2*	orf19.1341	Putative serine/threonine protein kinase; mutation confers resistance to 5-flucytosine	6.4
*BMT7*	orf19.342	β-Mannosyltransferase; down-regulated in azole-resistant strain	6.0
*SUT1*	orf19.4342	Zn2-Cys6 transcription factor involved in sterol uptake	5.4
*NTG1*	orf19.5098	Protein with strong similarity to *Saccharomyces cerevisiae* DNA repair glycosylases	5.2
*MLH1*	orf19.4162	Putative mismatch repair protein	4.9
*GPI14*	orf19.2444	Catalytic subunit of glycosylphosphatidylinositol-α 1,4 mannosyltransferase, involved in GPI anchor biosynthesis; regulated under H_2_O_2_ stress conditions	4.4
*OPI3*	orf19.7446	Phosphatidylethanolamine *N*-methyltransferase; down-regulation correlated with fluconazole resistance; amphotericin B, caspofungin-repressed	3.8
*CSE4*	orf19.6163	Centromeric histone H3 variant; depleted from centromeres under chromosome destabilizing conditions, including treatment with fluconazole	3.7
*PGA1*	orf19.7625	Putative GPI-anchored protein; induced in cell wall regeneration; required for adhesion to host cells	3.7
*HGT4*	orf19.5962	Glucose and galactose sensor; roles in fermentation, filamentation, and virulence	3.7
*HGT5*	orf19.6005	Putative glucose transporter of major facilitator superfamily	3.6
*CKA2*	orf19.3530	Catalytic a subunit of protein kinase CK2; interaction with calcineurin pathway affects fluconazole sensitivity; important for virulence in oral candidiasis model	3.5
*CNT*	orf19.4118	CNT family H(+) nucleoside symporter	3.5
*TRX1*	orf19.7611	Thioredoxin; involved in response to reactive oxygen species; amphotericin B, caspofungin repressed	3.4
*ECM15*	orf19.7436.1	Predicted role in cell wall organization; caspofungin repressed	3.4
*PEX11*	orf19.1089	Putative peroxisomal membrane protein; role in fatty acid oxidation; induced by geldamycin	3.2
*ROA1*	orf19.4531	Putative PDR family ABC transporter involved in sensitivity to azoles	3.1
*ESP1*	orf19.3356	Putative caspase-like cysteine protease; mutation confers increased sensitivity to nocodazole	2.5

^*a*^ Gene names and descriptions based on *Candida* genome database annotation (http://www.candidagenome.org).

^*b*^ Indicates mean fold change in TE (*n* = 4, TPM >1 in at least 3 replicates, *P* ≤ 0.05) in cells grown in YEPD + fluconazole vs YEPD + vehicle only control at 30°C at the 6-h time point.

Among the set of genes with reduced TE in response to fluconazole, GO analysis indicated that DNA- and RNA-binding proteins showed the highest representation, followed by DNA metabolic processes, transporter activity and translation (Fig. 3A; Dataset S2). 

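Dataset S2 lists 110 different genes under the 48 terms for reduced TE, of which 109 were matched. All 109 had a TE change below 0, with a median log2 fold change of -1.85. Of the 92 that could be tested, 74 were called with edgeR and 83 of the list with DESeq2. Adjusted over all genes edgeR called 0, and adjusted over the list alone 42; as the list was chosen on these samples, the latter is not independent evidence. Under DNA binding 14 of 16 genes were called, under RNA binding 12 of 16 and under DNA metabolic process 12 of 16. Transporter activity had 11 of 14 called and translation 10 of 14. The smallest adjusted p of these terms in Dataset S2 is the paper's value of 0.163.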

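In the list of Dataset S2 for reduced TE, 5 of the 8 genes under ribosome biogenesis were called as reduced, and 6 of the 8 under ribosome. The paper's adjusted p for these terms in Dataset S2 is 0.994 and 0.744. As a set chosen by symbol alone, 58 genes for cytosolic ribosomal proteins (symbols RPL, RPS or RPP followed by a digit) had a median log2 fold change in TE of -0.27 and a mean of -0.19, against a median of -0.01 over all genes. limma's camera test, with its preset correlation between genes, gave an adjusted p of 0.0163 (Benjamini-Hochberg over 4 sets). The difference was not past the threshold with limma's fry (adjusted p = 0.459) or with an estimated correlation (adjusted p = 0.54). Without no drug Ribo-seq replicate 2 the median was 0.01 and camera was not past 0.05. The unadjusted camera p also rose above 0.05 without fluconazole RNA-seq replicates 1 (median -0.15) or 2 (-0.12), no drug RNA-seq replicate 3 (-0.25), or fluconazole Ribo-seq replicates 1 (-0.24) or 3 (-0.20), and the adjusted p from limma was 0.0656 without no drug RNA-seq replicate 1 (-0.22).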

Several additional GO terms associated with protein synthesis, including ribosome biogenesis and ribosome, were also significantly represented in this gene set. Consistent with the down-regulation of protein synthesis, *RRN11*, a putative RNA polymerase I subunit; *NOP10*, a small nucleolar riboprotein; *RRP15*, a constituent of the pre-60S ribosomal particle; as well as *TIF34* and *TIF35*, putative translation initiation factors, all showed reduced TE (Dataset S1). 

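*RRP15* (C2_09380W) had 25.55 ± 21.25 Ribo-seq CPM with fluconazole and 238 ± 178 without it (SD, n = 4), while its RNA-seq change was -0.24 on the log2 scale. Its TE change was -3.17 (standard error 1.02; exact permutation p = 0.0857), called in all 16 fits that left out 1 library. *NOP10* (CR_08020C) was called, with -1.83 (standard error 0.72; exact permutation p = 0.0286), and had a Ribo-seq change of -2.78 (adjusted p = 0.0196 from edgeR, lower in 4 of 4 replicates). *TIF35* (C1_14260C) had -1.23 (standard error 0.46; exact permutation p = 0.0571) and *TIF34* (C1_02790W) had -1.06 (standard error 0.37; exact permutation p = 0.0286), and both were called. *TIF34* lay close to the 2-fold limit and was called in 7 of 16 fits that left out 1 library, with changes from -1.16 to -0.82. The change was under 2-fold without each of the 4 fluconazole RNA-seq libraries (-0.98 to -0.82), no drug RNA-seq replicate 1 (-0.96), fluconazole Ribo-seq replicate 4 (-0.88) and no drug Ribo-seq replicates 1, 2 (-0.83) and 3 (-0.96), and also with no filter (-0.90) and with limma-voom (-0.99). *TIF35* was called in 13 of 16, and its change was -0.96 without fluconazole RNA-seq replicate 4, -0.95 without no drug RNA-seq replicate 1 and -0.92 without no drug Ribo-seq replicate 3. Without the 3 sparse libraries, chosen after seeing the data, *NOP10* (-0.78), *TIF35* (-0.95) and *TIF34* (-0.42) were not called. *RRN11* (CR_06480C) had 0 reads in 1 library and was not tested for TE; without a filter its change was -3.23 (standard error 1.88; exact permutation p = 0.0571). DESeq2 on all genes, chosen after seeing the data, called *RRN11*, at -3.49, and its Ribo-seq mean without the drug was 30.3 ± 45.8 CPM (SD, n = 4).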

Several genes associated with DNA replication, including *DAD3*, involved in chromosome segregation and *DCC1*, important for sister chromatid cohesion, demonstrated strongly reduced TE (Table 3; Dataset S1). 

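Both genes had libraries with 0 reads and fell outside the genes tested for TE, so that their values come from the fit without a filter on low counts. *DAD3* (CR_06160C) had 3.14 ± 3.19 Ribo-seq CPM with fluconazole and 25.8 ± 34.7 without it (SD, n = 4), with 2 libraries at 0 reads. The log2 fold change in its TE was -2.79 (standard error 1.98; exact permutation p = 0.114). *DCC1* (C7_00370W) had 14.6 ± 6.90 Ribo-seq CPM with fluconazole and 76.7 ± 122 without it (SD, n = 4). Its TE change was -2.65 (standard error 1.62; exact permutation p = 0.0857). Leaving out the 3 sparse libraries, a setting chosen after seeing the data, gave 0.01 for *DCC1*. Neither gene was called by edgeR or DESeq2.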

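*UBC4* (CR_09970W) had 10.4 ± 5.64 Ribo-seq CPM with fluconazole and 65.9 ± 67.6 without it, and 36.7 ± 2.38 and 33.9 ± 16.2 RNA-seq CPM (SD, n = 4). The TE change of *UBC4* was -2.99 on the log2 scale (standard error 0.96; exact permutation p = 0.0571), called in 16 of 16 fits that left out 1 library. *RTT101* (C1_06040W) was called, with -1.49 (standard error 0.71; exact permutation p = 0.114). That call was kept in 3 of the 16 fits without 1 library, those without fluconazole Ribo-seq replicate 3 or no drug Ribo-seq replicates 1 or 3. In the 13 others, without any 1 of the 8 RNA-seq libraries, fluconazole Ribo-seq replicates 1, 2 or 4 or no drug Ribo-seq replicates 2 or 4, it ranged from -1.54 to -1.10. *RTT101* was also not called with DESeq2's size factors (-1.49), TMM within each assay (-1.47), a mean count of 10 (-1.47), equal depth (-1.43), no filter (-1.29), replicates as a block (-1.27) or limma-voom (-0.99), nor without the 3 sparse libraries (-0.77), the last chosen after seeing the data.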

Genes involved in ubiquitin-mediated protein degradation, such as *UBC4* and *RTT101*, also showed significantly reduced TE. Several signaling components, including *YPD1*, a phosphohistidine intermediate, and *NIK1*, a histidine kinase that controls *C. albicans* virulence and cell wall biosynthesis, demonstrated reduced TE in response to fluconazole. 

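*NIK1* (C7_02800W) had 69.8 ± 12.1 Ribo-seq CPM with fluconazole and 111 ± 40.5 without it, and 121 ± 33.9 and 72.9 ± 22.4 RNA-seq CPM (SD, n = 4). Its TE change of -1.57 (standard error 0.52; exact permutation p = 0.0286) was called, and remained called without each of the 16 libraries in turn. *YPD1* (C1_07240W) had 0 reads in 1 library and was not among the tested genes. The fit without a filter gave *YPD1* a change of -2.57 (standard error 1.36; exact permutation p = 0.0857), with 97.1 ± 101 Ribo-seq CPM without the drug (SD, n = 4) and a Ribo-seq change of -2.63. DESeq2 run on all genes, chosen after seeing the data, called *YPD1* as reduced, at -2.82.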

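*ERG12* (C1_09460W) had 29.4 ± 15.2 Ribo-seq CPM with fluconazole and 175 ± 160 without it, and 62.7 ± 24.3 and 125 ± 26.4 RNA-seq CPM (SD, n = 4). The log2 fold change of *ERG12* in TE was -1.75 (standard error 0.77; exact permutation p = 0.171), past the threshold on P. It was called in 8 of 16 fits that left out 1 library, and was -0.86 without no drug Ribo-seq replicate 2. Its call was also lost without fluconazole RNA-seq replicates 2 (-1.31), 3 (-1.55) or 4 (-1.68), no drug RNA-seq replicates 2 (-1.70) or 4 (-1.64), fluconazole Ribo-seq replicate 4 (-1.45) or no drug Ribo-seq replicate 3 (-1.66). *ERG24* (C2_09400C) had 399 ± 166 Ribo-seq CPM with fluconazole and 534.5 ± 396 without it, and 221 ± 37.5 and 100.1 ± 39.0 RNA-seq CPM (SD, n = 4). Its TE change was -1.72 (standard error 0.65; exact permutation p = 0.143), and its Ribo-seq change alone was -0.63 (standard error 0.51). *ERG24* was called without each library apart from no drug Ribo-seq replicates 2 (-1.25) and 3 (-1.32). limma-voom did not call *ERG12* (-1.55), and without the 3 sparse libraries, chosen after seeing the data, neither *ERG12* (-0.55) nor *ERG24* (-1.09) was called. Over all 20 genes with a symbol of ERG followed by a digit, the median change in TE was -0.17 (adjusted p = 0.116 from camera in limma).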

Interestingly, two genes in the ergosterol biosynthesis pathway, *ERG12* and *ERG24*, also showed a reduction in TE. *MAL2*, encoding a maltose-inducible α-galactosidase, and *SLR1*, a splicing factor involved in *C. albicans* filamentous growth and virulence, were among the genes most strongly reduced in TE upon fluconazole treatment (Table 3; Dataset S1).

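*MAL2* (CR_10790W) had 3.91 ± 2.90 Ribo-seq CPM with fluconazole and 29.0 ± 47.1 without it (SD, n = 4). *SLR1* (C2_10290W) had 2.84 ± 1.96 with fluconazole and 43.6 ± 55.9 without it (SD, n = 4). Each had 0 reads in 1 library and fell outside the tested genes. In the fit without a filter the TE change of *MAL2* was -4.45 (standard error 1.96; exact permutation p = 0.0571) and that of *SLR1* -3.83 (standard error 1.77; exact permutation p = 0.114), and both were past the thresholds there. The Ribo-seq change of *SLR1* by itself was -4.27, with an adjusted p of 0.0417 from edgeR, lower in 4 of 4 replicates. Both genes were called without no drug RNA-seq replicate 1, the library with 0 reads, at -4.26 and -3.64, and with a mean count of 10 in place of the filter, at -4.69 and -4.06. They were also called by DESeq2 run on all genes, an alternative added after seeing the data, at -4.76 and -4.13. Of the 21 genes of Table 3, all had a TE change below 0, 12 could be tested and 11 were called with edgeR, against 18 called by DESeq2 on all genes and 4 without the 3 sparse libraries, which drops 8 of the 11; both settings were chosen after seeing the data. Adjusted over all genes 0 were past 0.05, and adjusted over the list alone 10. That list was drawn from these samples, so the latter is not independent evidence. With replicates as a block, *FAA2* (-2.05), *MNN15* (-1.87), *ATP1* (-2.22), *FDH1* (-1.88), *ZRT2* (-1.36) and *RTT101* (-1.27) lost their call.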

**TABLE 3:** Selected genes showing significantly reduced translational efficiency during the *C. albicans* response to fluconazole treatment

Gene name^*a*^	Ref. no.	Description^*a*^	Fold change in TE^*b*^
*RBR1*	orf19.535	GPI-anchored cell wall protein required for filamentous growth at acidic pH	−34.1
*MAL2*	orf19.7668	α-Glucosidase; maltose induced; glucose repressed	−33.2
*SLR1*	orf19.1750	Protein similar to mammalian SR-like RNA splicing factor; involved in filamentous growth and virulence	−19.8
*HRT1*	orf19.233	Component of a nuclear ubiquitin-protein ligase complex involved in cell cycle control; induced by hydroxyurea	−13.4
*RRN11*	orf19.718	Putative RNA polymerase I subunit	−13.3
*DAD3*	orf19.3871	Subunit of the Dam1 (DASH) complex, which acts in chromosome segregation by coupling kinetochores to spindle microtubules	−10.2
*UBC4*	orf19.7571	Ortholog(s) have protein binding, bridging, ubiquitin binding, ubiquitin-conjugating enzyme activity	−9.4
*DCC1*	orf19.7083	Protein with a predicted role in sister chromatid cohesion and telomere length maintenance	−9.1
*GIT2*	orf19.1978	Putative glycerophosphoinositol permease; fungal-specific	−8.6
*YPD1*	orf19.4443	Phosphohistidine intermediate protein in a phosphorelay signal transduction pathway	−8.5
*FAA2*	orf19.7379	Putative acyl CoA synthetase	−7.8
*MNN15*	orf19.753	Putative α-1,3-mannosyltransferase; predicted role in protein O-linked glycosylation	−6.5
*ATP1*	orf19.6854	ATP synthase alpha subunit; ciclopirox, ketoconazole, flucytosine induced; Efg1, caspofungin repressed	−5.4
*CTA26*	orf19.7680	Putative transcription factor/activator	−4.9
*NOP10*	orf19.596	Small nucleolar ribonucleoprotein; flucytosine induced	−3.7
*ERG12*	orf19.4809	Ortholog(s) have mevalonate kinase activity and role in ergosterol biosynthetic process	−3.7
*FDH1*	orf19.638	Formate dehydrogenase; oxidizes formate to CO_2_; induced by macrophages; fluconazole-repressed	−3.5
*ERG24*	orf19.1598	C-14 sterol reductase, has a role in ergosterol biosynthesis	−3.3
*ZRT2*	orf19.1585	Zinc transporter; ciclopirox olamine, fluconazole, alkaline repressed; transcript induced by amphotericin B; interaction with macrophages	−3.0
*NIK1*	orf19.5181	Histidine kinase involved in a two-component signaling pathway that regulates cell wall biosynthesis; required for wild-type virulence in mouse systemic infection	−2.9
*RTT101*	orf19.2440	Putative cullin subunit of E3 ubiquitin ligase complex; involved in response to DNA damage	−2.8

^*a*^ Gene names and descriptions based on *Candida* genome database annotation (http://www.candidagenome.org).

^*b*^ Indicates mean fold change in TE (*n* = 4, TPM >1 in at least three replicates, *P* ≤ 0.05) in cells grown in YEPD + fluconazole vs YEPD + vehicle only control at 30°C at the 6-h time point.

Because standard RNA-seq analysis is required for ribosome profiling, we were also able to re-examine the transcriptional response to fluconazole using RNA-seq, rather than DNA microarrays, which had been used in most previous studies on the response of *C. albicans* to antifungal treatment. We identified 337 genes with ≥2-fold increased RNA DE and 509 genes with ≥2-fold reduced RNA DE (Fig. 1C; Table 1; Dataset S1). 

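Among 5628 genes tested for RNA DE with edgeR, 321 were increased and 394 reduced at least 2-fold at an adjusted p of at most 0.05. At least 4-fold changes were called for 122 increased and 72 reduced genes, and at least 8-fold changes for 54 and 28. DESeq2 called 424 increased and 460 reduced genes, including 318 and 384 of those called with edgeR. Of the settings that kept all libraries, a test against a change of 2-fold, rather than of 0, moved the counts most, to 105 and 141. Without no drug RNA-seq replicate 1, the library with many genes lacking reads, 550 genes were called as increased and 484 as reduced, with 188 and 87 of the increases at least 4-fold and 8-fold. The largest increases with no overlap between conditions were in *LIP8* (C7_03300C), C1_13460W and C7_04320W, all with 0 reads in the no drug RNA-seq libraries. Against 3 reads over that group, *LIP8* was at least 157-fold higher with fluconazole, C1_13460W at least 110-fold and C7_04320W at least 53-fold. Ribo-seq did not show such changes. *LIP8* had 4.84 ± 6.16 Ribo-seq CPM without the drug and 9.24 ± 6.76 with it (SD, n = 4), a log2 fold change of 0.75 (adjusted p = 0.868 from edgeR). C1_13460W averaged 0.219 Ribo-seq CPM without the drug and 0.457 with it, and C7_04320W 0.0282 and 0. In RNA-seq with replicates as a block these 3 genes were not called, and C7_04320W was not called without fluconazole RNA-seq replicate 4. *SAP2* (CR_07800W) showed the largest reduction, with a log2 fold change of -7.65 (standard error 1.08, adjusted p = 0.000763 from edgeR, lower in 4 of 4 replicates), followed by C7_03560W, with -7.53 (1.09), and C6_01360W, with -4.75 (0.88).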

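Dataset S2 lists 222 genes under its 55 terms for increased RNA DE, and all had an RNA-seq log2 fold change above 0, with a median of 1.59. Of these, 189 were called with edgeR and 215 with DESeq2; adjusted over the list alone the count with edgeR was 220, for a list that was chosen on these samples and is not independent evidence. Under oxidoreductase activity 47 of 48 genes were called, under plasma membrane 40 of 46 and under interspecies interaction between organisms 36 of 40. Lipid metabolic process had 38 of 39 called, response to drug 32 of 37, pathogenesis 27 of 31 and transporter activity 18 of 21. The paper's adjusted p in Dataset S2 is 3.48e-05 for oxidoreductase activity, 0.00575 for plasma membrane and 1 for transporter activity.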

GO analysis indicated that gene categories associated with oxidoreductase activity, plasma membrane, interspecies interaction between organisms, lipid metabolic processes, response to drug, pathogenesis, and transporter activity showed the highest representation in the set of genes with increased transcript expression (Fig. 3B; Dataset S2). As expected, and as previously observed (32, 33), a large number of genes involved in ergosterol biosynthesis were induced (*ERG1*, *ERG3*, *ERG4*, *ERG6*, *ERG7*, *ERG11*, *ERG25*, *ERG27*, *ERG251*) (Dataset S1). 

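All 9 genes were called as increased, with every fluconazole RNA-seq library above every no drug library (two-sided exact permutation p = 0.0286 for each). The log2 fold change was largest for *ERG6* (C3_02150C), at 3.62 (standard error 0.22, adjusted p = 1.12e-05 from edgeR), from 203 ± 42.2 to 2524 ± 527 normalized CPM (SD; 4 replicates each). *ERG251* (C4_01530C) had 1.92 (0.17), *ERG27* (CR_01140C) 1.87 (0.19), *ERG1* (C1_08590C) 1.78 (0.21) and *ERG25* (CR_02370W) 1.69 (0.41). *ERG11* (C5_00660C), which encodes the target of fluconazole, had 1.25 (0.24), from 966 ± 291 to 2318 ± 565 CPM, with an adjusted p of 0.00498 from edgeR. *ERG3* (C1_04770C) had 1.24 (0.31), *ERG7* (C2_02460W) 1.23 (0.19) and *ERG4* (C3_00760W) 1.18 (0.17). Of the 9, only *ERG3* lost its call when 1 library was left out, with 1.20 without fluconazole RNA-seq replicate 1, 1.14 without no drug RNA-seq replicate 2 and 1.15 without no drug RNA-seq replicate 3. Tested against a change of 2-fold, only *ERG6*, *ERG251*, *ERG27* and *ERG1* of the 9 stayed past an adjusted p of 0.05. The 20 genes of the set with a symbol of ERG followed by a digit had a median RNA-seq change of 1.20, against 0.14 for all genes (adjusted p = 4.54e-06 over 4 sets from limma's camera with its preset correlation). The difference also passed 0.05 with fry (adjusted p = 0.000117), but with an estimated correlation between genes it did so only before adjustment (adjusted p = 0.0804).

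**Figure D3:**
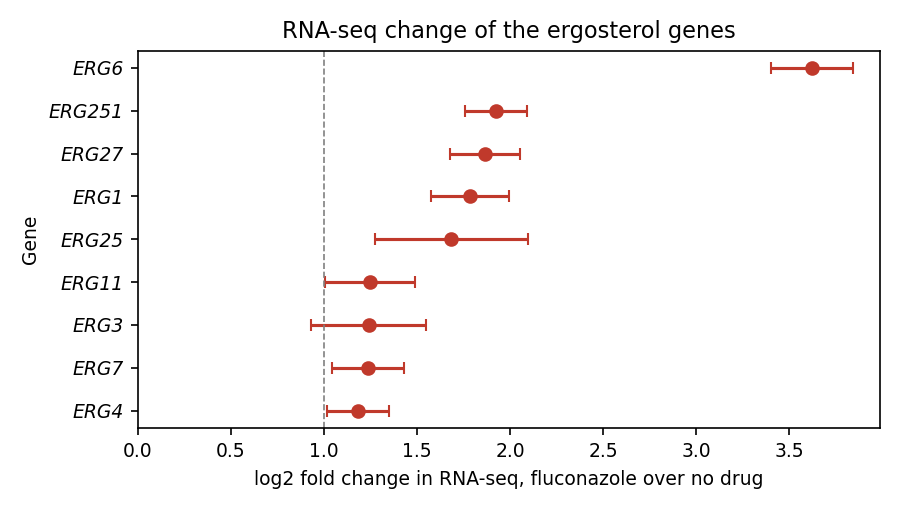
RNA-seq log2 fold change of the 9 ergosterol genes, fluconazole over no drug, with the standard error from edgeR as bars and a dashed line at 1, the 2-fold threshold. All 9 estimates lie above the line, from 1.18 for *ERG4* to 3.62 for *ERG6*.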

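The ABC transporter genes *CDR11* (C3_04070C) and *SNQ2* (C6_03840C) had RNA-seq log2 fold changes of 2.40 (standard error 0.23) and 1.82 (0.13). The cell wall genes *PGA23* (CR_02280W), *ECM331* (C5_02460C) and *WSC1* (C3_04250W) had 3.48 (0.49), 2.89 (0.37) and 1.70 (0.33). Among stress response genes the change was 1.68 (0.27) for *YHB1* (CR_07790C), 2.25 (0.65) for *SOD4* (C2_00660C) and 1.40 (0.18) for *CRZ1* (C3_05780C). For the transcription factors, *RGT1* (C4_02540W) had 2.06 (0.26), *STP4* (C2_03220C) 1.87 (0.23), *RFX1* (CR_06110C) 1.81 (0.27) and *TAC1* (C5_01840C) 1.49 (0.18). *BCR1* (CR_06440C) had 1.31 (0.30), *RIM101* (C1_14340C) 1.16 (0.20) and *UPC2* (C1_08460C) 1.08 (0.14). These 15 genes were called by edgeR, with adjusted p from 2.3e-05 to 0.0349, and each was higher in 4 of 4 fluconazole libraries than in any no drug library. *ZCF32* (C3_04770C), with 1.84 (standard error 0.70) and an adjusted p of 0.0973, higher in 4 of 4 replicates, was not called by edgeR and was called by DESeq2, at 1.87, and without no drug RNA-seq replicate 1, at 1.48. *SOD4* was called in 1 of the 8 fits that left out 1 RNA-seq library, that without no drug RNA-seq replicate 1, where its change was 3.34, against 1.99 to 2.35 without the 7 others. Against a change of 2-fold, *WSC1*, *YHB1*, *SOD4*, *CRZ1*, *BCR1*, *RIM101* and *UPC2* were not past the threshold. Adjusted over the list alone, with *ERG24* and the 9 other ergosterol genes that the paper names as induced, 26 of 26 were past 0.05 at 2-fold and over all genes 25; the list was chosen on these samples and the former is not independent evidence.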

Two putative ABC transporters, *CDR11* and *SNQ2*, associated with drug efflux, were also in this group, in addition to cell wall genes (*PGA23*, *ECM331*, *WSC1*), stress response genes (*YHB1*, *SOD4*, *CRZ1*), and several transcription factors (*UPC2*, *TAC1*, *BCR1*, *STP4*, *RIM101, RFX1, RGT1, ZCF32*) (Dataset S1). *UPC2* has previously been shown to be important for induction of ergosterol biosynthesis genes and sterol uptake (40), *TAC1* is involved in the induction of drug transporters, *BCR1* is important for azole resistance, and *STP4* is associated with the response to the echinocandin drug caspofungin. Interestingly, however, the other transcription factors (*RIM101*, *RFX1, RGT1*) are involved in diverse *C. albicans* processes such as alkaline-induced filamentous growth, DNA damage responses, virulence, glucose transport, and biofilm formation; to our knowledge, *RFX1* has not previously been associated with the response to antifungal treatment.

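The 67 genes with a symbol of RPL, RPS or RPP followed by a digit, which encode cytosolic ribosomal proteins, had a median RNA-seq log2 fold change of -1.59. The adjusted p of this set over 4 sets was 7.16e-40 from limma's camera with its preset correlation. With fry the adjusted p was 6.52e-06, and with an estimated correlation between genes 0.0276. Leaving out each RNA-seq library in turn kept the median between -1.66 and -1.53. In the list of Dataset S2 for reduced RNA DE, 97 genes are counted under translation, 87 under ribosome and 69 under ribosome biogenesis, of which the file at hand names 52, 52 and 51. Of the named genes, 50 were called as reduced for translation, 51 for ribosome and 47 for ribosome biogenesis, and all that were matched had a change below 0. Over its 61 terms the list names 379 genes, of which 374 were matched, 301 were called with edgeR and 332 with DESeq2. Adjusted over the list alone 347 were past the threshold; the list was made from these samples and is not independent evidence.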

Based on our GO analysis, the set of genes down-regulated at the RNA level in response to fluconazole showed enrichment for several gene categories associated with protein synthesis, including translation, ribosome, and ribosome biogenesis (Fig. 3B; Dataset S2). Other gene categories strongly represented included plasma membrane as well as structural molecule and RNA-binding activities. 

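The oligopeptide transporter genes *OPT1* (CR_02020C), *OPT2* (CR_02240C), *OPT3* (CR_02220C) and *OPT7* (C4_00440C) had RNA-seq log2 fold changes of -4.72 (standard error 0.36), -3.00 (0.66), -4.20 (0.58) and -4.34 (0.36). *OPT1* fell from 277 ± 36.5 to 10.7 ± 5.34 normalized CPM (SD, n = 4). *AAT22* (C4_01200C) had a change of -4.35 (0.28), from 175 ± 35.3 to 8.62 ± 2.31 CPM (SD, n = 4). *GAP2* (C3_05580C) had -2.52 (0.71), with 42.25 ± 33.2 CPM without the drug and 7.48 ± 4.58 with it (SD, n = 4). Adjusted p from edgeR ranged from 1.22e-05 for *AAT22* to 0.0325 for *GAP2*, and for each of the 6 genes all 4 fluconazole libraries were below all 4 no drug libraries. *GAP2* was called in 3 of the 8 fits that left out 1 RNA-seq library, and was lost without any 1 of the 4 fluconazole libraries (-2.84 to -2.25) or without no drug replicate 4 (-2.42). The other 5 were called in all 8. Against a change of 2-fold *OPT2* and *GAP2* were not called, nor was *OPT2* with replicates as a block (-3.06).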

We also noted that a significant number of genes involved in amino acid transport showed reduced transcript levels in response to fluconazole, including four oligopeptide transporters (*OPT1*, *OPT2*, *OPT3*, *OPT7*), the *GAP2* amino acid permease, and the *AAT22* aspartate aminotransferase (Dataset S1). Interestingly, two members of the *ALS* family of adhesins (*ALS2* and *ALS4*), as well as *SSA2*, a *HSP70* family chaperone, also showed reduced transcript levels (Dataset S1). 

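*ALS4* (C6_04130C) fell from 578 ± 320 to 79.7 ± 21.7 normalized RNA-seq CPM (SD, n = 4), a log2 fold change of -2.88 (standard error 0.41, adjusted p = 0.000795 from edgeR). *ALS4* belongs to a family of similar genes, and how reads that align to more than 1 of them were counted is not named in the text of the paper. *SSA2* (C1_04300C) fell from 2290 ± 474 to 268 ± 39.0 CPM (SD, n = 4), with a change of -3.11 (standard error 0.19, adjusted p = 1.12e-05 from edgeR). Both genes were lower in every fluconazole library than in every no drug library (exact permutation p = 0.0286) and were called without each RNA-seq library in turn. Their Ribo-seq changes were -3.20 for *ALS4* and -3.29 for *SSA2*.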

Similar, but not identical, sets of genes showed altered RNA DE in response to fluconazole in a more recent RNA-seq-based study (33).

Overall, there were both similarities and differences in the most highly represented gene categories under translational vs transcriptional control in response to fluconazole. For example, a larger fraction of cell cycle genes appears to be translationally vs transcriptionally upregulated, whereas both plasma membrane and transporter gene categories were highly represented among the sets of genes showing increased translation and transcription (Fig. 3). 

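The paper's lists in Dataset S2 count 17 of 181 genes under cell cycle for increased TE and 14 of 334 for increased RNA DE. Of the 14 in the second list, 13 were called as increased in RNA DE. Whether any term differs between the TE and RNA DE lists was not tested, because the term memberships of all genes were not at hand.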

Interestingly, however, we observed large differences in the specific genes showing altered translation vs transcription in response to fluconazole. Of the 181 genes showing significantly increased TE, only 9 (5%) were also up-regulated at the transcriptional level and 30 (17%) were down-regulated (Dataset S1). 

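Of the 48 genes with increased TE, 3 were also called as increased RNA DE and 6 as reduced RNA DE. The 3 were *BLP1* (C1_12850W), *GRE2* (C2_06720W) and *FAA2-3* (C7_04180W), with log2 fold changes in TE of 1.80 (standard error 0.69), 1.29 (0.57) and 2.00 (0.61), and in RNA-seq of 2.25, 1.18 and 1.70; they were singled out after their values were seen. DESeq2 gave 5 and 10 for these overlaps, and without the 3 sparse libraries, chosen after seeing the data, they were 6 and 38. Without no drug Ribo-seq replicates 1, 3 or 4 the first overlap was 8, 5 or 7. The second was 13 and 11 without no drug Ribo-seq replicates 2 and 3, 3 without no drug RNA-seq replicate 2, and 2 with replicates as a block. TE and RNA DE both use the RNA-seq libraries, so that an error in RNA-seq moves the estimates apart. Libraries simulated with the RNA-seq changes of the data and no change in TE gave a median of 33 genes called in opposite directions in TE and RNA DE (range 25 to 44 in 20 simulations), against 21 in the data, counting both directions of TE. With libraries of the same replicate number correlated as in the data, a version added after these results were seen, the median was 17 (9 to 21). For calls in the same direction the simulated medians were 7.5 (3 to 13) and 6.5 (1 to 14), against 6. Both versions called more genes as increased RNA DE than the data, with medians of 352.5 (322 to 372) and 345 (300 to 369) against 284. No simulated library was made sparse.

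**Figure D4:**
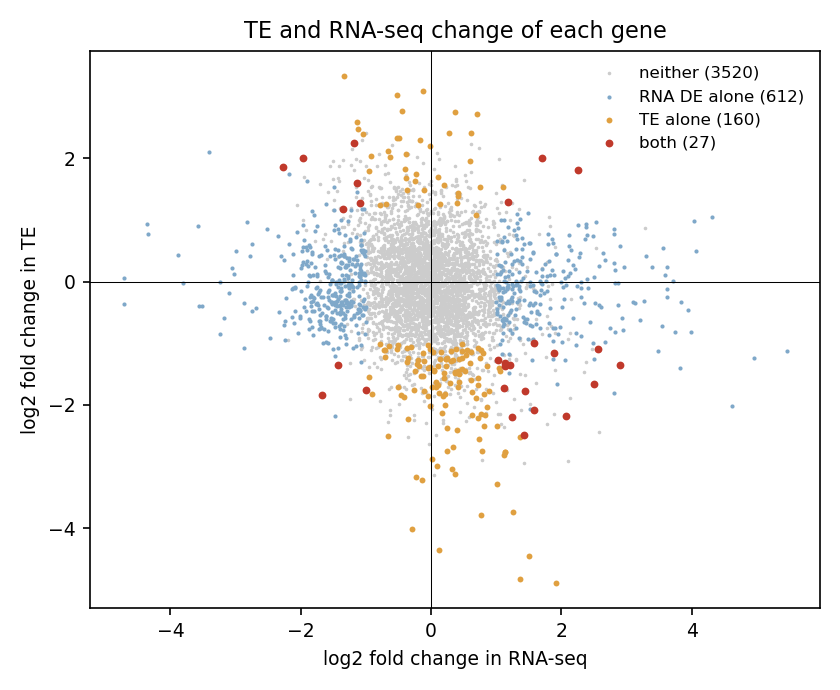
Log2 fold change in TE against log2 fold change in RNA-seq for each of the 4319 tested genes, fluconazole over no drug, coloured by whether the gene was called in TE, in RNA DE, in both or in neither. The 27 genes called in both lie mostly in the upper left and lower right, where the 2 changes are opposite, and 160 genes were called in TE alone.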

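The genes *PRR2* (C7_03340C), *RPL39* (C2_03960W), *TEF1* (C2_08370C) and *TIF5* (C5_02490C) were called as reduced RNA DE. Their RNA-seq log2 fold changes were -1.96 (standard error 0.50), -1.63 (0.39), -1.34 (0.32) and -1.28 (0.22), with adjusted p of 0.0211, 0.0165, 0.0152 and 0.00254 from edgeR, and each was lower in 4 of 4 replicates. Only *TEF1* was called in both measures, with a TE change of 1.17 (standard error 0.50; exact permutation p = 0.0571) in 14 of 16 fits without 1 library. That change was 0.89 without no drug RNA-seq replicate 2 and 0.66 without fluconazole Ribo-seq replicate 2, and 0.96 with replicates as a block. The RNA-seq call of *PRR2* was lost without fluconazole RNA-seq replicates 1 (-1.90), 3 (-1.97) or 4 (-1.95), that of *RPL39* without replicates 1 (-1.48) or 3 (-1.57), and that of *TEF1* without replicate 3 (-1.29). With replicates as a block *PRR2* (-1.81) and *RPL39* (-1.49) were not called, and against a change of 2-fold 0 of the 4 genes were called by edgeR. *RAD32*, *MRP17* (C5_00420C) and *ANB1* (C6_01610W) had RNA-seq changes of -1.12 (0.40), -0.97 (0.33) and -1.16 (0.46) and were not called by edgeR. The RNA-seq change of *RAC1* was just under 2-fold, and it was called with replicates as a block (-1.01) and without fluconazole RNA-seq replicates 2 (-1.13) or 3 (-1.03) or no drug RNA-seq replicates 1 (-1.06) or 3 (-1.03). DESeq2 called *RAD32* as reduced RNA DE, as did the fit with replicates as a block, and adjusted over the list alone 7 of the 9 genes in the paper's list were past the thresholds, which is not independent evidence because the paper chose them on these samples. In TE, *TIF5* had 0.98 (0.60), *MRP17* 1.64 (1.08) and *ANB1* 1.99 (1.01; exact permutation p = 0.0286), of which DESeq2 called *ANB1*, at 2.07. limma-voom called all 3, at 1.19, 2.24 and 2.43, and the fit with replicates as a block *ANB1*, at 2.40. Single libraries decided these calls: *TIF5* was called without no drug Ribo-seq replicates 1 (1.36) or 3 (1.37), *MRP17* without replicate 4 of that group (2.40), and *ANB1* without fluconazole RNA-seq replicate 4 (2.41), fluconazole Ribo-seq replicate 2 (2.29) or no drug Ribo-seq replicate 1 (2.49). *RPL39* and *PRR2* had 0 reads in 1 library each; without a filter their TE changes were 3.32 (1.09; exact permutation p = 0.0286) and 2.30 (1.67; exact permutation p = 0.400). *RPL39* was past both thresholds in that fit, and was also called without no drug Ribo-seq replicate 4 (2.90), with a mean count of 10 (3.21) and by DESeq2 on all genes (3.21), the last chosen after seeing the data. The change of *PRR2* was -0.75 without the 3 sparse libraries, also chosen after seeing the data.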

Down-regulated genes included several involved in DNA damage repair (*RAD32*, *MLH1*), signaling (*RAC1*, *PRR2*), and translation (*RPL39*, *TEF1*, *MRP17*, *TIF5*, *ANB1*). Of the 152 genes showing significantly reduced TE, only 6 (4%) showed reduced transcription, whereas 16 (11%) showed increased transcription (including *ERG24*, involved in ergosterol biosynthesis) (Dataset S1).

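Of the 139 genes with reduced TE, 3 were called as reduced RNA DE and 15 as increased RNA DE. The 3 were *ERG12*, *RPL40B* (C4_01050C) and C2_05410W, of which the last 2 were named after their values were seen; the RNA-seq call of *ERG12* lay at the 2-fold limit and held in 2 of 8 fits without 1 library, and not with DESeq2. It was lost without fluconazole RNA-seq replicates 1 (-0.82), 3 (-1.04) or 4 (-0.91) and without no drug RNA-seq replicates 1 (-0.88), 2 (-1.06) or 3 (-0.95). Without no drug RNA-seq replicate 1, 29 genes had reduced TE and increased RNA DE; without fluconazole RNA-seq replicates 1, 2, 3 and 4 the numbers were 3, 7, 3 and 4, and without no drug RNA-seq replicate 2 it was 8. The overlap of reduced TE and reduced RNA DE was 6 without no drug RNA-seq replicate 2, 8, 9, 5 and 6 without fluconazole Ribo-seq replicates 1 to 4, and 6 without no drug Ribo-seq replicate 1. *ERG24* was among the 15, with an RNA-seq log2 fold change of 1.12 (standard error 0.29, adjusted p = 0.0206 from edgeR, higher in 4 of 4 replicates). Its RNA-seq call was lost without fluconazole RNA-seq replicates 1 (1.12) or 3 (1.03) or no drug RNA-seq replicate 2 (1.04), and without no drug RNA-seq replicate 4 its change was under 2-fold, at 0.92, nor was it called against a change of 2-fold. With TE taken from RNA-seq replicates 1 and 2 and RNA DE from replicates 3 and 4, so that no library served both, 4 genes had reduced TE and increased RNA DE and 2 had both reduced, while 3 had both increased and 4 had increased TE and reduced RNA DE. In that arrangement, with fewer RNA-seq libraries in each fit, 51 genes were called in TE in either direction, against 187 with all libraries. The opposite arrangement, with TE from replicates 3 and 4, gave 0 in each overlap. RNA DE from replicates 1 and 2 called 0 genes there, against 889 from replicates 3 and 4.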

### Identification of novel *C. albicans* transcripts showing ribosome occupancy

We have previously used ribosome profiling to identify several actively translating novel *C. albicans* genes with a recently developed bioinformatic pipeline that incorporates both RNA-seq reads and three-nucleotide periodicity of Ribo-seq reads (35). In our current study, we identified three novel *C. albicans* transcripts that did not map to known coding regions, which we have named *MSTRG.3358*, *MSTRG.10144,* and *MSTRG.4668*. The transcripts, which range from 321 to 670 bp in length and are not located immediately adjacent to known coding sequences (Dataset S3), showed strong 3-nucleotide periodicity (phase score >0.41) of RPFs but, at least initially, did not appear to contain genes based on the presence of potential stop codons. However, we cannot exclude the possibility of short open reading frames. Interestingly, all three transcripts showed a significant number of both RNA-seq and Ribo-seq read counts (Fig. 4; Dataset S3). Increased read count densities were consistently observed in these regions across all four biological replicates. In examining data for our previous ribosome profiling study on *C. albicans* morphology (35), we also consistently observed significant RNA-seq and Ribo-seq reads for these regions in all biological replicates as well. However, the read counts do not appear to vary in fluconazole vs no drug and 37°C + serum (filaments) vs 30°C (yeast) samples (Fig. 4; Dataset S3).

**Fig 4:**
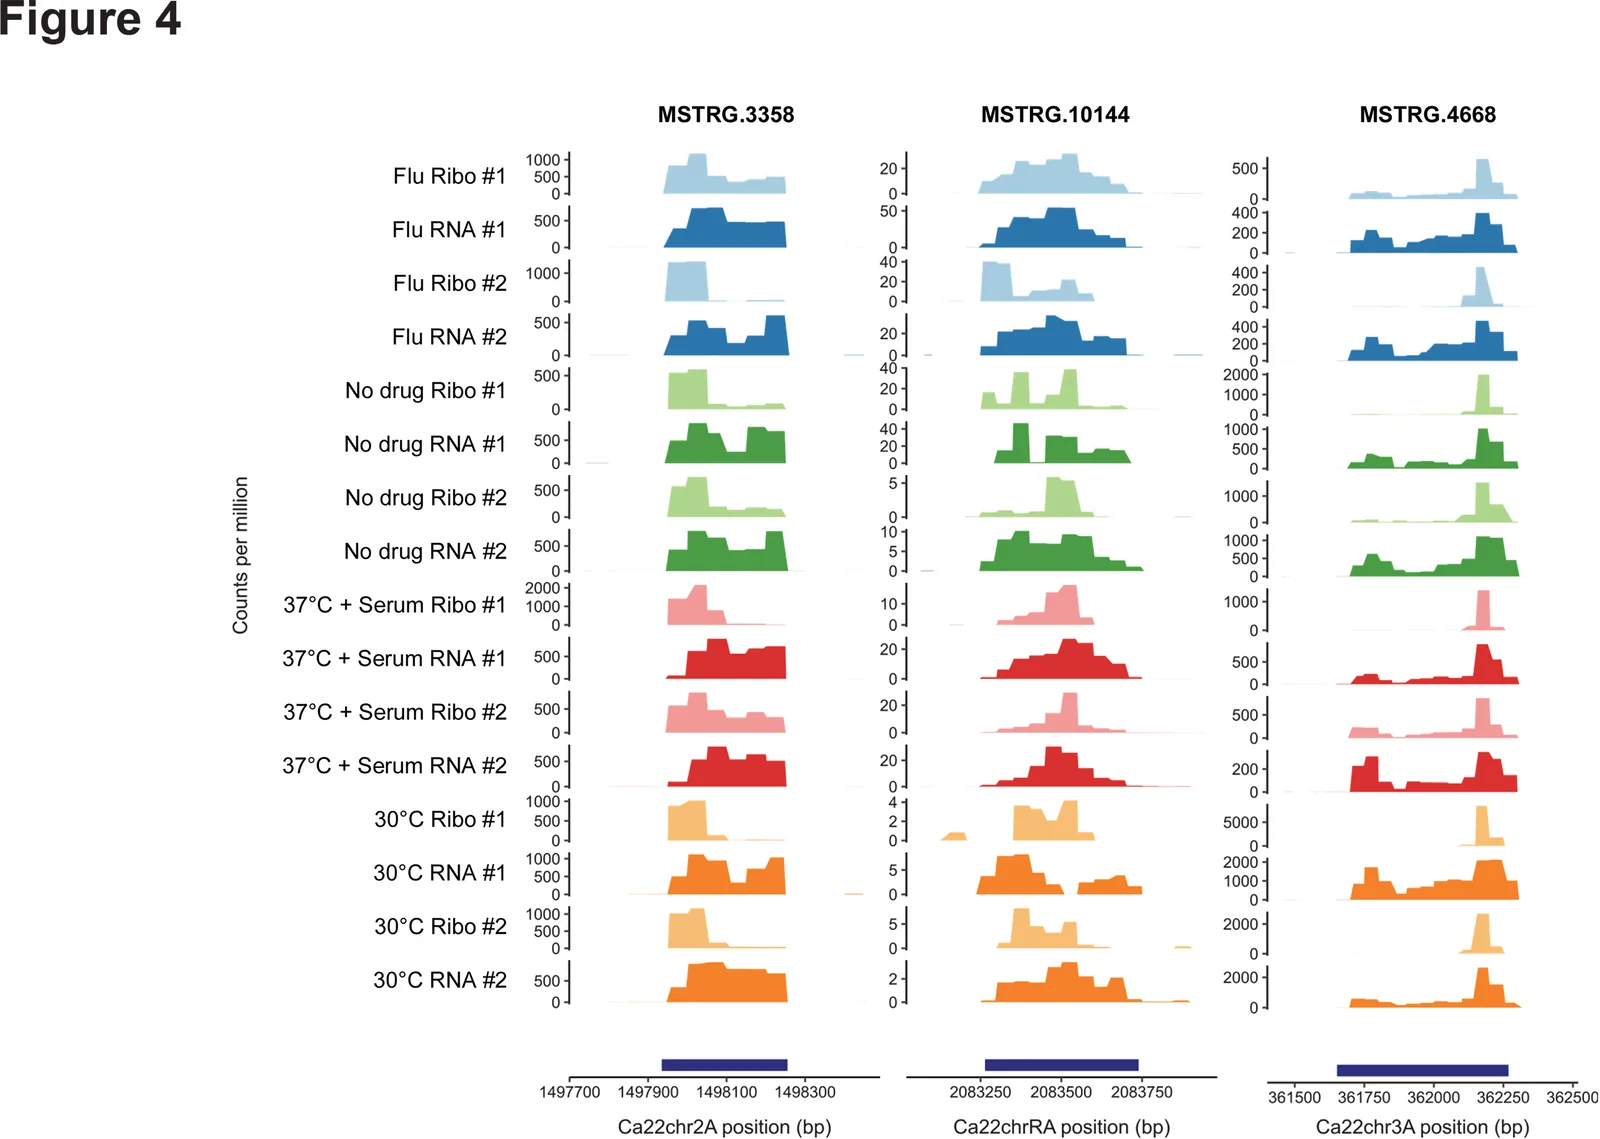
Ribosome occupancy in novel *C. albicans* transcripts. Normalized Ribo-seq and RNA-seq counts for three novel transcripts are shown in the presence and absence of fluconazole (Flu) as well as under filament-inducing (37°C + serum) vs non-inducing (30°C) conditions (data for morphology experiment are from reference (35)). Two independent biological replicates are shown for each condition.

## DISCUSSION

While several previous studies have examined the genome-wide transcriptional response of fungal pathogens to antifungal treatment, this study is the first to examine the global translational response. We observed several similarities in the categories of genes controlled by *C. albicans* at both the transcriptional and translational levels. More specifically, gene categories associated with the cell wall/cell membrane and transport were highly represented in the sets of genes showing elevated translational efficiency and transcript levels (Fig. 3). In addition, gene categories associated with protein synthesis were highly represented among the sets of genes strongly down-regulated at both the translational and transcriptional levels in response to fluconazole treatment; this finding is consistent with previous studies indicating a widespread reduction in protein synthesis following antifungal treatment (32, 33) and is most likely part of a general stress response. However, there were also significant differences in translational vs transcriptional regulation of specific gene categories. For example, genes associated with the cell cycle and DNA damage repair were more highly represented in the increased TE vs RNA DE group (Fig. 3). In addition, genes associated with DNA-binding proteins and DNA metabolic processes were more highly represented in the reduced TE vs RNA DE group. Differences in translational vs transcriptional regulation in response to fluconazole treatment became more apparent at the level of specific genes. Strikingly, only a very small fraction of genes showing an increase or decrease in TE also showed a similar change in transcription. In fact, a significantly larger number of genes with increased TE showed reduced RNA DE and vice versa. These findings are consistent with our previous observations (35) and suggest that the *C. albicans* response to fluconazole is under widespread translational control that does not simply parallel the transcriptional response.

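Across the 4319 genes tested for TE, Pearson's r between the log2 fold changes in TE and in RNA-seq was -0.157, where genes are not independent replicates. In simulations without any change in TE the median r was -0.236 (-0.263 to -0.188), and -0.161 (-0.204 to -0.143) with libraries of the same replicate number correlated as in the data, a version added after the first results were seen. With separate RNA-seq libraries for the 2 measures r was -0.0189 in both arrangements. The simulated libraries also gave a median of 95.5 genes with increased TE (64 to 122) and 97.5 with reduced TE (71 to 117), and with the correlations 53.5 (43 to 85) and 56.5 (47 to 77), against 48 and 139 in the data. None of them was made sparse. From the small number of genes changed alike in TE and RNA DE, and the larger number changed in opposite directions, the paper proposes that translation responds to fluconazole in a widespread way that does not simply follow transcription.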

Our analysis has shown that a variety of genes involved in processes previously associated with the response to fluconazole are specifically up-regulated at the translational, but not transcriptional, level. These genes include the *ROA1* PDR-subfamily ABC transporter as well as several genes involved in cell wall/cell membrane synthesis (*BMT7*, *OPI1*, *PGA1*, *ECM15*, *PEX11*) and stress responses (*GPI14*, *TRX1, PLC1*). 

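*OPI1* (C2_02250C) had 55.4 ± 9.22 Ribo-seq CPM with fluconazole and 38.0 ± 23.0 without it, and 41.9 ± 4.47 and 22.8 ± 15.4 RNA-seq CPM (SD, n = 4). It had 0 reads in 1 library and was not tested for TE with the other genes. The fit without a filter on low counts gave a log2 fold change in TE of -0.33 (standard error 1.31; exact permutation p = 0.657) and the RNA-seq change was 0.86 (adjusted p = 0.656 from edgeR, higher in 4 of 4 replicates).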

Interestingly, down-regulation of transcript levels for several of these genes, including *BMT7* and *OPI3,* was correlated with fluconazole resistance (41, 42). *TRX1* and *ECM15* transcripts were also repressed in response to treatment with other antifungals (30). In these cases, translational up-regulation may serve to fine tune protein levels for an optimal response to drug treatment. These findings are also consistent with our observations that transcriptional gene expression patterns do not necessarily parallel translational patterns with respect to antifungal treatment. Translational up-regulation of genes associated with DNA repair may be part of a larger response to cellular stresses, which can include DNA-damaging agents. Interestingly, in addition to the *ROA1* drug transporter, we also observed increased translation of two glucose transporters, as well as a mitochondrial membrane transporter important for iron homeostasis. These findings suggest that *C. albicans* uses specific translational mechanisms to promote the acquisition of key nutrients under drug stress conditions. Altered translation of multiple signaling molecules (*RAC1*, *RAS, YPD1, NIK1*) also suggests that specific translational mechanisms control signal transduction pathways that may be part of the response to fluconazole.

Overall, our RNA-seq analysis identified significantly fewer *C. albicans* genes showing altered transcription in response to fluconazole compared to a previous DNA microarray-based study (32). In addition to the method of analysis (RNA-seq vs DNA microarray), these discrepancies could be attributed to differences in fluconazole concentration, exposure time, growth medium, as well as statistical cut-offs that were used. Both the Lepak et al. study (32) and our current study show that genes associated with cell membrane/cell wall and stress responses are up-regulated and genes associated with protein synthesis are down-regulated at the transcriptional level. However, as expected for RNA-seq, our study identified additional genes associated with these processes that were not previously identified in the Lepak et al. study (32). We also show that several transcription factors are transcriptionally induced in response to fluconazole, and two members of the *ALS* adhesin gene family are transcriptionally down-regulated. These findings, which are mostly consistent with those of a more recent RNA-seq study (33), suggest that additional regulatory pathways and processes are associated with the transcriptional response to drug treatment. Multiple genes associated with amino acid transport, including oligopeptide transporters, also showed significant transcriptional down-regulation in response to fluconazole, which is consistent with our current observation and previous observations of a strong reduction in protein synthesis (32, 33). Finally, similar to previous studies (30 – 33), we observed transcriptional induction of many genes important for ergosterol biosynthesis. Interestingly, two genes in this pathway (*ERG12*, *ERG24*) showed reduced TE, one of which was also induced at the transcriptional level. These findings suggest the presence of novel translational mechanisms that may be specifically responsible for regulating ergosterol biosynthesis in response to fluconazole treatment. Overall, our study suggests that the response of *C. albicans*, and most likely additional human fungal pathogens, to antifungal treatment is under widespread translational control that does not necessarily parallel known transcriptional mechanisms. Ultimately, components of several of these translational mechanisms may serve as targets for the development of novel antifungal therapies.

Our identification of novel transcribed regions of the *C. albicans* genome with strong ribosome occupancy and 3-nucleotide periodicity suggests that they encode proteins. Initially, this conclusion seemed paradoxical given that these transcripts contain a significant number of stop codons. However, a previous ribosome profiling study made a very similar observation with respect to certain *linc* RNAs in mice (43). Using harringtonine as a protein synthesis inhibitor to accurately map specific translation start sites, the authors demonstrated that these RNAs were polycistronic, with multiple small coding sequences. While our current study did not use harringtonine, polycistronic mRNAs appear to represent a viable explanation. Additional ribosome profiling studies, which are able to determine translation start sites with greater accuracy, could be performed in the future to test this intriguing hypothesis.

## MATERIALS AND METHODS

### *Candida albicans* strain and growth conditions

For ribosome profiling experiments, a saturated overnight culture of *C. albicans* wild-type strain SC5314 was grown in YEPD (yeast extract‐peptone‐dextrose) medium at 30°C and 200 rpm. The culture was diluted in 50-mL YEPD medium and incubated until reaching an OD_600_ of 1.0. The culture was further diluted to an OD_600_ of 0.025 in 400-mL fresh YEPD and grown to OD_600_ = 0.050. At this point, 200 mL of culture was transferred to two 1-L flasks. Fluconazole was added to one flask at 1 µg/mL, and an equivalent volume of DMSO was added to the second flask as a vehicle-only control. Both flasks were incubated at 30°C for 6 h, which we had previously determined as the fluconazole IC_50_. To confirm that a 50% reduction in cell count occurred due to fluconazole treatment, OD_600_ of both cultures was measured and compared.

### Cell extract preparation and ribosome profiling

Cells were recovered by filtration at room temperature, rapidly scraped off the filter paper with a cell scraper, placed into ice-cold lysis buffer (1× Yeast polysome buffer (Illumina), 10% Triton X-100 (Sigma), 10 mg/mL GMPPNP (Sigma), 10 mg/mL Blasticidin S (Invivogen)) and homogeneously mixed, followed by snap freezing in liquid nitrogen. Cell lysates were prepared, and ribosome profiling was performed using four biological replicates as we have described previously (35).

### Ribo-seq and RNA-seq data analysis

Assessment of read quality, adapter trimming, GO analysis, as well as identification of novel ORFs and genes showing altered RNA DE and TE were performed as previously described (35). TrimGalore (v 0.4.3) (44) was used to trim adaptor and low-quality (phred quality score <5) score bases and retained reads were at least 20 nucleotides long for both RNA-seq and Ribo-seq libraries. To map the trimmed reads, we used STAR (v2.5.2b) (45). We allowed each alignment to have a maximum of two mismatched bases. Reads were first aligned to non-mRNA reference (C_albicans_SC5314_version_A22-s07-m01-r27_other_features_no_introns.fasta) obtained from *Candida* genome database, (http://www.candidagenome.org/). The unmapped reads to the non-mRNA reference were then mapped to Assembly 22 reference using GTF s07-m01-r27 as the guiding annotation. For both Ribo-seq and RNA-seq libraries, we performed gene-level counting using featureCounts (v1.6.4) (46). To account for the diploid *C. albicans* Assembly 22, we first counted reads for each allele separately and then took their sum as the input for differential expression and translational efficiency analysis. Ribotricer (v1.3.2) (38) was used to perform periodicity analysis of the Ribo-seq data. We defined an “ORF” as any sequence with a start codon differing from AUG by at most one nucleotide as well as possessing an in-frame stop codon and then used ribotricer to generate a periodicty score for each of these ORFs. An ORF was annotated to be “translating” if it displayed a phase score >0.41. DESeq2 (v1.38.0) (47) was used to perform DE analysis of the RNA-seq data. We defined genes to be differentially expressed if their absolute log_2_ fold-change was at least 1 with an FDR-adjusted *P*-value of at least 0.05 as long as the associated transcripts per million (TPM) was >1 in at least three out of four biological replicates. To perform differential TE analysis, we used riborex (v2.4.0) (48) using only genes that had at least one read count per replicate across both fluconazole-treated and no drug Ribo-seq and RNA-seq samples. Genes were defined to be showing differential TE if their TPM was greater than 1 in at least three out of four biological replicates and their absolute fold-change on a log_2_ scale was at least 1 with a corresponding non-adjusted *P*-value of at least 0.05. To perform GO analyses, we used clusterProfiler (v4.3.0) (39), using the GO slim ontology file available from *Candida* Genome database, (http://www.candidagenome.org/). Genes used for GO analysis showed a TPM > 1 in at least three out of four biological replicates.

## Data Availability

All raw and processed Ribo-seq and RNA-seq data from this study are available at the NCBI Gene Expression Omnibus (GEO) database under accession number GSE227590. Custom scripts used to generate the manuscript data are available at Github.

# Supplementary material for: Genome-wide translational response of Candida albicans to fluconazole treatment
**Source:** Microbiol Spectr. 2023 Aug 23;11(5):e02572-23. doi: 10.1128/spectrum.02572-23
**Supplement:** Supplemental material — Supplemental Figures S1 to S3.

## SUPPLEMENTAL MATERIAL

### **Supplemental Figure Legends**

**Figure S1.** Data quality analysis for ribosome profiling experiments. (A) Example read length distribution plot of ribosome-protected fragments (RPFs) generated from a sample grown in the absence of fluconazole. (B) General correlation between RNA-seq and Ribo-seq read counts as demonstrated by a scatter plot using data from the sample described in part (A). (C) Reading frame enrichment metagene plots generated using a 30 nt. read length from the sample described in part (A). The plots show normalized read counts for each position relative to the start codon (indicated by position 0) for genes. (D) Principal Components Analysis (PCA) for Ribo-seq and RNA-seq samples grown in the presence and absence of fluconazole (showing all four biological replicates). TPM = transcripts per million, nt = nucleotide.

**Figure S2.** Consistency among Ribo-seq biological replicates. Scatter plots showing a strong correlation in Ribo-seq TPM counts for all four biological replicates in the presence and absence of fluconazole.

**Figure S3.** Consistency among RNA-seq biological replicates. Scatter plots showing a strong correlation in RNA-seq TPM counts for all four biological replicates in the presence and absence of fluconazole.

### **Supplemental Datasets**

**Dataset S1.** RNA differential gene expression (DE) and translational efficiency (TE) data for *C. albicans* cells grown in the presence vs. absence of fluconazole. 

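For each gene, Dataset S1 gives the fold change in TE from riborex and in RNA-seq from DESeq2. In the part of it that was at hand, 1312 genes have a TE value, and 840 of them have 0 reads in at least 1 of the 16 libraries of the deposited counts. All 494 names in it that could be compared equal the name in the reference used for the genes reported here.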

Gene names and descriptions are based on annotations in the *Candida* Genome Database (<http://www.candidagenome.org>).

**Dataset S2.** Gene Ontology (GO) data for *C. albicans* genes showing altered RNA differential gene expression (DE) and translational efficiency (TE) in response to treatment with fluconazole.

**Dataset S3.** TPM counts for novel *C. albicans* transcribed regions showing ribosome occupancy.

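The transcripts of Dataset S3 do not appear in the deposited counts, which cover annotated genes, and the values here are the TPM of the paper. For *MSTRG.10144* the mean RNA-seq TPM of the paper is 19900 with fluconazole (15141 to 25045) and 5610 without it (3247 to 9273). A two-sided exact permutation test on its 4 against 4 values gave p = 0.0286, or 0.172 after Benjamini-Hochberg adjustment over 6 comparisons. Its Ribo-seq TPM is 8910 with fluconazole and 4640 without it (exact permutation p = 0.229). For *MSTRG.3358* and *MSTRG.4668*, exact permutation p ranged from 0.171 to 0.543 over both assays.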

**A**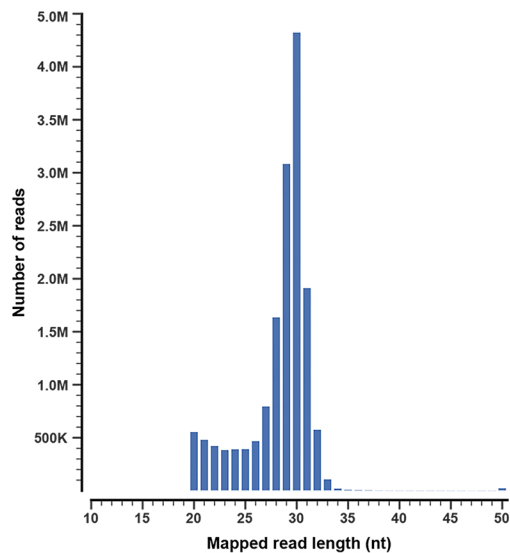**B**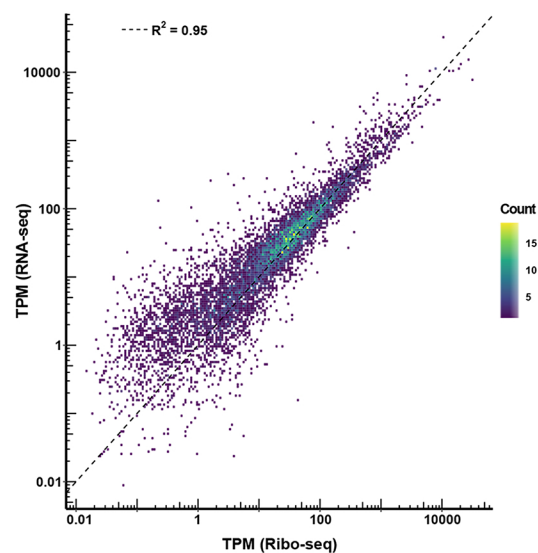**C**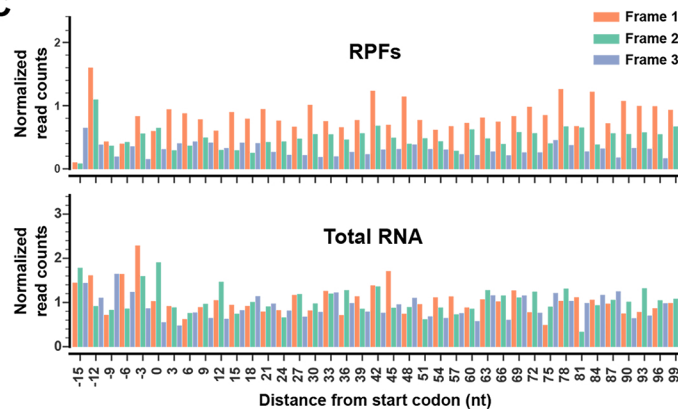**D**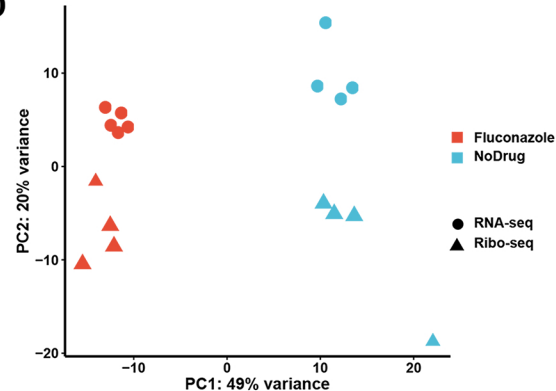**Figure S1**

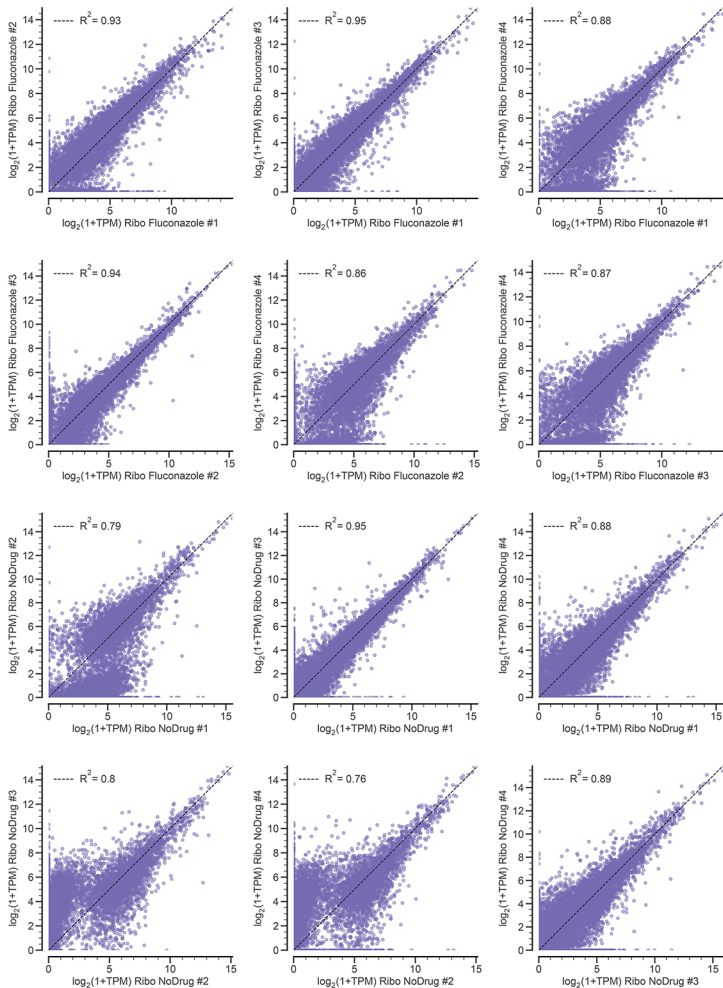

**Figure S2**

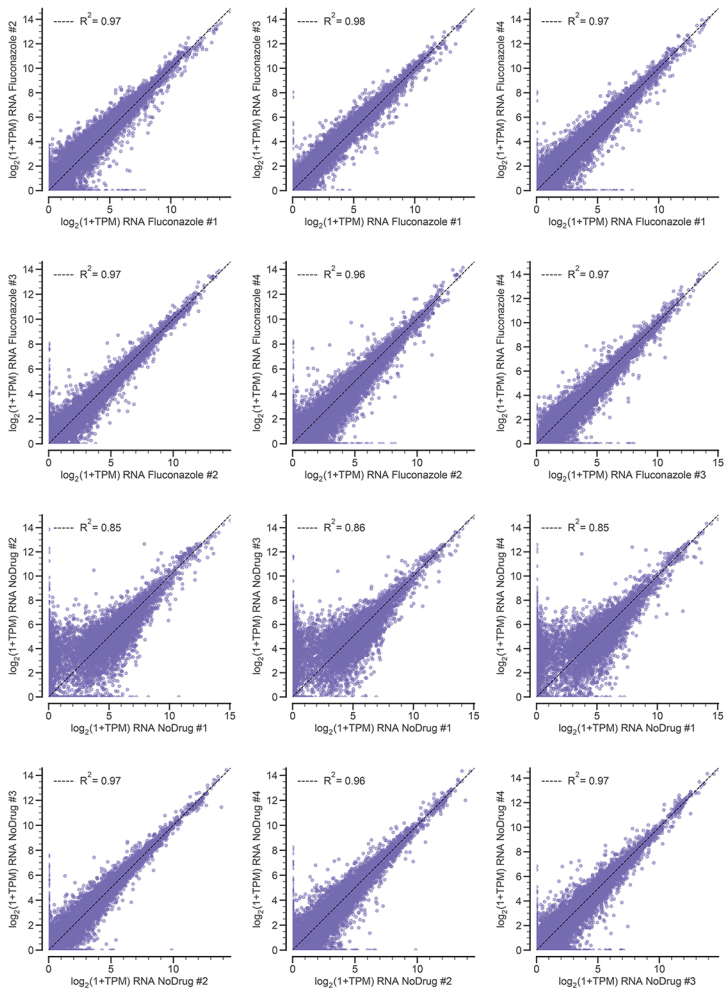

**Figure S3**

How the deposited data were processed for this re-analysis (not part of the article)

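The experiment compared *C. albicans* SC5314 grown in YEPD at 30°C with fluconazole at 1 µg/mL for 6 h and with the vehicle DMSO, by Ribo-seq and RNA-seq, in 4 biological replicates of each of the 4 combinations of condition and assay. The authors made the deposited counts by trimming reads with TrimGalore, aligning them with STAR first to non-mRNA sequences and the unmapped reads to Assembly 22, and counting reads per gene with featureCounts on each allele. As deposited, the count of a gene is the sum over both alleles, not normalized, for 6210 genes in 16 libraries. The text of the paper and the sample descriptions do not name the treatment of reads that align to more than 1 gene, or the strandedness of the counting.

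Conditions and replicate numbers were taken from the column names of the counts and the sample titles. The paper describes 1 culture divided between a flask with fluconazole and a flask with DMSO, without naming the numbers. Whether libraries that carry the same number belong together was checked from the values, as the correlation across genes of each library's deviation in log2 CPM from its group mean. Between fluconazole and no drug RNA-seq, r was 0.116 to 0.217 for libraries of the same number and -0.223 to 0.116 for the others. Between RNA-seq and Ribo-seq of fluconazole samples it was 0.130 to 0.457 for the same number and -0.382 to 0.206 for the others. Between fluconazole and no drug Ribo-seq the ranges were 0.000351 to 0.0995 and -0.0705 to 0.0421. Between RNA-seq and Ribo-seq without the drug they were -0.00586 to 0.104 and -0.0898 to 0.0639. Replicate number was used as a block in an alternative only, as set before the data were examined, and to pair Ribo-seq with RNA-seq in the exact tests of TE.

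Gene names were taken from the reference table of locus tags, in which 6032 of the 6210 identifiers were found, and otherwise from the part of Dataset S1 at hand, which together name 2821 genes. *GPI14* could not be matched.

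Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. RNA DE and Ribo DE used the 8 libraries of each assay, and TE the interaction of condition and assay over all 16. The TE fit took 1 spread between replicates per gene for both assays. Genes entered with a CPM above 1 in at least 3 of the 4 libraries of a condition, and for TE in both assays and with at least 1 read in every library. CPM replaced TPM because the gene lengths behind the counts were not at hand. A change in RNA-seq or Ribo-seq was called at 2-fold and a Benjamini-Hochberg adjusted p of 0.05, and a change in TE at 2-fold and an unadjusted P of 0.05, as in the paper. Single genes were also compared with two-sided exact permutation tests of 4 against 4 replicates, for which the smallest possible p is 0.029. For TE these used the log2 ratio of Ribo-seq to RNA-seq CPM of the same replicate number, with a pseudocount of 0.5 CPM. Gene sets were tested with camera of limma 3.58.1, with fry and with an estimated correlation between genes, and their p were adjusted over the 4 sets. DESeq2 1.42.0 was run as an alternative, without shrinkage. edgeR and DESeq2 were tested on simulated data in which 200 genes were changed by 2 or 3 on the log2 scale, up or down. Changes of 2-fold were not simulated, and 0 of the 200 genes were called in the wrong direction. In that simulation edgeR recovered 71.5% of the changed genes for RNA DE, 41% for Ribo DE and 81% for TE. At the unadjusted P used for TE, 198 unchanged genes were called there too, against 7 after adjustment, with which 99 of the 200 were recovered.

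The tests, the thresholds, the gene sets and the alternatives were chosen before the data were examined, apart from 5 alternatives that are named as chosen after seeing the data. Genes are named when the paper names them in its results, its discussion or Tables 2 and 3, or when they are among the 3 with the largest change in each direction of RNA DE and of TE whose replicates do not overlap between conditions. Of these, 2 genes are not reported here singly, and they remain in the counts of genes. The paper's values for genes in Tables 2 and 3 and in the part of Dataset S1 at hand had been seen when this rule was written. Other genes are named as chosen after their values were seen.

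The alternatives were DESeq2, limma-voom for TE, DESeq2's size factors, TMM within each assay, no filter on low counts, a CPM above 1 in both conditions, a mean count of 10 in each assay in place of the TE filter, replicates as a block, libraries thinned to equal depth, a test against a change of 2-fold, an adjusted p for TE, separate RNA-seq libraries for TE and RNA DE, and each library left out in turn. Those added were DESeq2 on all genes with the filter put on the calls, the fit without the 3 sparse libraries, and for the number of TE genes DESeq2 with size factors within each assay, with a filter on a mean count of 1, and with both.

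Reads on genes ranged from 10987896 to 16954431 per RNA-seq library and from 1890154 to 15048324 per Ribo-seq library. Reads carry no molecular identifiers, so confidence intervals and floors cover counting error only. A fold change against a group with 0 reads is given as a lower bound against 3 reads over the group. Raw reads, alignment and ribosome positions were not analysed here, and neither were the transcripts that the authors assembled, which are not among the counts. Enrichment of functional terms was not tested, because the memberships of the terms were not at hand.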

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

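The tests of few distinct molecules, and of the 10 most abundant genes in RNA-seq, were chosen only after the values per library were seen; the other tests reported here were set before their results were seen.

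In each of the 4 groups of 4 libraries, 5 quantities were searched for a library far from the other 3 with Dixon's test at its 95% critical value. Of 20 such groups of values, 6 held 1, where chance gives about 1 in 20 groups, or 1 in all. They concern 5 libraries.

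In 3 libraries many moderately expressed genes had almost no reads. The share of such genes under 1 CPM was 25.57% in no drug Ribo-seq replicate 2, against 0.0652% to 1.35% in the other libraries of its group. It was 15.5% in no drug RNA-seq replicate 1, against 0% in each of the others, and 9.40% in fluconazole Ribo-seq replicate 4, against 0.0553% to 0.832%. The mean Pearson's r of no drug RNA-seq replicate 1 to its group, 0.851, was also far from the others, at 0.9277 to 0.9335. A lack of depth is argued against, because the 9 other libraries of these groups, of which the 3 deeper ones were thinned to the total of the sparse library and the other 6 already held fewer reads, had at most 1.35% of such genes under 1 CPM, the value of no drug Ribo-seq replicate 4, which at 1890154 reads is the shallowest library. A loss of particular genes in all 3 libraries is also argued against: the number of genes missing in a pair of them was at most 1.09 times the number that their shares and expression give (119 genes against 109, SD 7.03). A candidate explanation is that few distinct molecules of RNA entered these libraries and were amplified. With the number of molecules set from 1 band of expression, the observed share of missing genes in the next 2 bands was up to 1.32 times the predicted share in no drug RNA-seq replicate 1, 1.10 times in fluconazole Ribo-seq replicate 4 and 1.69 times in no drug Ribo-seq replicate 2. The largest ratio was 1.32 in the first of these bands, and the second was added after the bands were seen. In the band after these, 3 of 499 genes were missing in no drug Ribo-seq replicate 2 (0.601%), against 0.0903% predicted, and 0 genes in the other 2 libraries, so the prediction falls short in this library at higher expression. Few molecules and other losses cannot be told apart, because the prediction takes each molecule to give equal reads, which was not tested. GC content and gene length were not tested. The libraries of a group share their condition, so no biological explanation was tested.

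In fluconazole RNA-seq replicate 1 the share of moderately expressed genes under 1 CPM was 0.0503%, against 0% in each of the others. It is 1 gene of 1989, and with the others all at 0 any such gene would stand out. No explanation was tested for it, technical or biological.

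The 10 most abundant genes took 17.52% of the reads in fluconazole Ribo-seq replicate 1, against 14.6% to 15.05% in the other fluconazole Ribo-seq libraries. RNA-seq-like reads in this library are argued against as the source of this share, because the 10 most abundant genes took at most 11% of the reads in a fluconazole RNA-seq library, so that such reads would lower it. What raised the share was not tested. The same library lay nearest to the RNA-seq libraries on the first principal component. An exchange of labels with fluconazole RNA-seq replicate 1 is argued against: on the difference between Ribo-seq and RNA-seq seen without the drug, the profile of that RNA-seq library had a slope of -0.0194, among the -0.0745 to 0.0789 of the other fluconazole RNA-seq libraries. For its place near RNA-seq, such reads would lower its own slope, which was 0.428, against 0.511 to 0.69 in the other 3. For that place, such reads and an ordinary difference between cultures cannot be told apart, because a single library stands against 3 that themselves spread as widely. No biological explanation was tested, since these libraries share their condition.

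Several of the largest changes in RNA-seq are in genes that the paper does not discuss, picked among those with no overlap between conditions. Against a floor of 3 reads over the no drug group, which had 0 reads of each, the log2 fold change of *LIP8* was at least 7.29, that of C1_13460W at least 6.78 and that of C7_04320W at least 5.73. These rest on 541, 379 and 183 reads over the 4 fluconazole libraries. In Ribo-seq *LIP8* was not absent without the drug, at 4.84 CPM against 9.24 with fluconazole. The reductions in RNA-seq were -7.65 for *SAP2*, -7.53 for C7_03560W and -4.75 for C6_01360W. Of the 35 ways to split the 8 cultures into 4 and 4, only the real one, 1 split, called as many genes in RNA DE in either direction. The others called at most 2. With all 35 splits taken as alike, without regard to replicate numbers, chance in the grouping is excluded for the number of calls. Reads shared between similar genes were not tested, since the alignments were not analysed here. The treatment itself, which the design varies, stays open as a biological explanation and was not tested apart from this comparison.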

How the results depend on the processing

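Settings that use DESeq2 on all genes, DESeq2 with a filter on a mean count of 1 or size factors within each assay, or that leave out the 3 sparse libraries, were chosen only after the data were seen; the others were set in advance.

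With DESeq2 the number of genes called rose to 255 increased and 414 reduced for Ribo DE, to 78 for increased TE, to 5 for increased TE with increased RNA DE and to 10 for increased TE with reduced RNA DE. All 48 genes with increased TE and 127 of the 139 with reduced TE were among those called by DESeq2, as were 318 of 321 and 384 of 394 genes in RNA DE. The number of reduced TE genes, 150, and the RNA DE counts, 424 and 460, stayed within 1.5 times. limma-voom called 112 genes with increased TE. DESeq2 on all genes gave 247 and 413 for Ribo DE, 106 for increased TE, 8 and 12 for its overlaps with increased and reduced RNA DE, and 26 for reduced TE with increased RNA DE. DESeq2 with size factors within each assay gave 78 genes with increased TE, on genes with a mean count of 1 it gave 108 increased and 214 reduced, and with both it gave 111 and 235. The cause of these shifts was not tested.

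Without a filter on low counts, 82 genes had increased TE, 218 reduced TE and 24 reduced TE with increased RNA DE. Of the 48 and 139 genes called in TE, 44 and 69 stayed called there, and the others called include genes with 0 reads in a library. Tested against a change of 2-fold, RNA DE fell to 105 and 141 genes and Ribo DE to 59 and 72, because the test demands more than the 2-fold limit on the estimate. Adjusted p for TE left 0 genes with increased and 0 with reduced TE with edgeR, against 48 and 139 at the unadjusted P, and 0 in each of the 4 overlaps; DESeq2 left 1 and limma-voom 0. With replicates as a block there were 83 genes with reduced TE, of which 67 were among the 139, and 2 with increased TE and reduced RNA DE; no other 2-fold count moved by over 1.5 times, and the cause was not tested.

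With TE from RNA-seq replicates 1 and 2 and RNA DE from 3 and 4, 4 genes had reduced TE and increased RNA DE. The opposite arrangement gave 0 in all 4 overlaps, because RNA DE from replicates 1 and 2 called 0 genes. RNA DE from replicates 3 and 4, with as many libraries, called 889 genes, so the number of libraries alone does not account for the 0. Replicates 1 and 2 include the sparse no drug RNA-seq replicate 1, and the cause was not tested. Both arrangements use fewer libraries than the other settings.

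Without the 3 sparse libraries, 550 genes were called as increased RNA DE and 339 as increased Ribo DE, 195 had increased TE, and the overlaps were 6 for both increased, 38 for increased TE with reduced RNA DE and 34 for reduced TE with increased RNA DE. Of the 48 genes with increased TE 34 were among the 195, and of the 139 with reduced TE 45 were among those then called. The share of reduced TE genes with lower Ribo-seq signal was 87.2%. In this setting the TE change of *PRR2* reversed to -0.75 and that of *DCC1* to 0.0141. The cause was not tested apart from the comparison with other sets of 3 libraries.

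Leaving out each library in turn gave 255 to 550 genes with increased and 319 to 484 with reduced RNA DE, the 550 without no drug RNA-seq replicate 1. Ribo DE ranged from 108 to 312 increased and from 173 to 293 reduced, with 312 without no drug Ribo-seq replicate 2. Increased TE ranged from 41 to 109 genes, with 97, 109, 106 and 77 without no drug Ribo-seq replicates 1 to 4. Reduced TE ranged from 55 to 193, with 69, 63, 62 and 55 without fluconazole RNA-seq replicates 1 to 4. The overlap of both increased was 2 to 8, that of increased TE with reduced RNA DE 3 to 13, that of both reduced 2 to 9 and that of reduced TE with increased RNA DE 3 to 29. The share of increased TE genes with higher Ribo-seq signal was 90% to 97.9%, and that of reduced TE genes with lower Ribo-seq signal 91.1% to 100%. The median change of the ergosterol genes stayed between 1.02 and 1.27 in RNA-seq and between -0.29 and -0.00444 in TE, and that of the ribosomal protein genes between -1.66 and -1.53 in RNA-seq. In TE the ribosomal protein genes ranged from -0.35 to 0.00942, the latter without no drug Ribo-seq replicate 2, where the direction reversed. The cause was not tested.

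The set of ribosomal protein genes kept its TE median of -0.27 but was not past the threshold with fry (adjusted p = 0.459) or with an estimated correlation (adjusted p = 0.54), both from limma. Both sets in RNA-seq kept their direction and, on the unadjusted p, their side of the threshold under each setting run for them; adjusted over 4 sets, the ergosterol set was not past it with an estimated correlation (adjusted p = 0.0804). The ergosterol set in TE was past the threshold under none of its settings. DESeq2's size factors, a CPM above 1 in both conditions, equal depth, TMM within each assay and a mean count of 10, where run, left each 2-fold count of RNA DE, Ribo DE and TE genes within 1.5 times. At higher folds some moved further. A CPM above 1 in both conditions gave 27 genes with RNA DE increased at least 8-fold, against 54. A mean count of 10 gave 65 with TE reduced at least 4-fold, against 40, and 12 increased and 40 reduced at least 8-fold, against 3 and 12, where equal depth gave 0 and 5.

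For the 60 genes named for TE, the settings chosen in advance gave 1143 values, of which 974 kept their direction and side of the P threshold, 123 lost it, 46 passed it and 0 reversed. The settings added later gave 115, with 84, 15, 14 and 2. For the 50 genes named for RNA DE, 688 of 745 values kept their side, 51 lost it and 6 passed it, and in the added settings 95 of 100 kept it and 5 passed it. A setting that gave a gene no P is not counted.

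Depth limits which genes can be tested for TE, at 4319 with all reads and 3816 with libraries thinned to equal depth, where 48 increased and 138 reduced genes were called, against 48 and 139. The median standard error of the log2 fold change in TE was 0.714, against 0.347 in RNA-seq, so that a 2-fold change in TE was under 2 standard errors for a gene of median precision. Genes with 0 reads in a library entered the settings without the rule on reads, and those that left out each library in which they had 0 reads.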

Differences from the paper's values

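For the following counts the paper's value and the one obtained here differ by more than 1.5 times. The fits named as chosen after seeing the data were added then, and the others were set before the data were examined.

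The paper's number of genes with TE increased at least 2-fold is 181, and 48 were called here. In all settings set before the data were examined the number stayed apart from the paper's, at 0 to 112. Without the 3 sparse libraries, a setting chosen after seeing the values, it was 195, which drops 3 of the 6 genes of Table 2 called here and 8 of the 11 of Table 3. The other added settings, with 78 to 111, stayed apart too.

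The paper's number increased at least 4-fold is 59, against 21 here. The settings within 1.5 times of the paper's value were limma-voom (53) and those without no drug Ribo-seq replicates 1 (42) or 3 (54), and of those chosen after seeing the values DESeq2 on all genes (47) and DESeq2 on genes with a mean count of 1, without (54) and with (55) size factors within each assay. These 3 drop 0 of the 6 genes of Table 2 called here. The remaining settings were not, at 16 to 36, and 0 with an adjusted p for TE.

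The paper's number increased at least 8-fold is 9, against 3 here. A mean count of 10 in each assay gave 12, the fits without no drug Ribo-seq replicates 1 or 3 gave 8 and 9, and DESeq2 on all genes, chosen after seeing the values and dropping 0 of the 6 called genes of Table 2, gave 12. The others gave 0 to 5, 17 with no filter, and 20 and 22 with DESeq2 on genes with a mean count of 1.

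For TE reduced at least 4-fold the paper's number is 81, against 40 here. A mean count of 10 gave 65, the fit without no drug Ribo-seq replicate 4 gave 59, and of those chosen after seeing the values DESeq2 on all genes gave 71 and DESeq2 on genes with a mean count of 1 gave 113 and 115, which drop 0 of the 11 genes of Table 3 called here. The others gave 14 to 49, 0 with an adjusted p for TE, and 171 with no filter. For TE reduced at least 8-fold the paper's number is 34, against 12 here, and a mean count of 10 gave 40 and DESeq2 on all genes, chosen after seeing the values, 33. The others gave 2 to 18, 0 with an adjusted p for TE, 157 with no filter, and 74 and 75 with DESeq2 on genes with a mean count of 1. Here too DESeq2 on all genes drops 0 of those 11.

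For RNA DE increased at least 8-fold the paper's number is 28, against 54 here. It was 27 with a CPM above 1 in both conditions, 34 in the test against a change of 2-fold, 38, 37 and 39 without fluconazole RNA-seq replicates 1, 3 and 4, and 42 without no drug RNA-seq replicate 2. The other settings gave 44 to 87.

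The paper's number of genes with increased TE and increased RNA DE is 9, against 3 here. The fits without no drug Ribo-seq replicates 1 (8) or 4 (7) were within 1.5 times, as were DESeq2 on all genes (8) and the fit without the 3 sparse libraries (6), both chosen after seeing the values, of which the first drops 0 and the second 3 of the 6 called genes of Table 2; the others gave 0 to 5. The paper's number with increased TE and reduced RNA DE is 30, against 6 here, and the other settings gave 0 to 13, apart from 38 without the 3 sparse libraries, chosen after seeing the values. For reduced TE with reduced RNA DE the paper's number is 6, against 3 here. Replicates as a block gave 4, and the fits without no drug RNA-seq replicates 1, 2 or 4 gave 4, 6 and 4, those without fluconazole Ribo-seq replicates 1 to 4 gave 8, 9, 5 and 6, and those without no drug Ribo-seq replicates 1, 2 or 4 gave 6, 4 and 4. DESeq2 on all genes and the fit without the 3 sparse libraries, both chosen after seeing the values, gave 4, and the others 0 to 3.

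The paper's value for fluconazole RNA-seq replicates 2 and 3 is about 0.97 in Fig. S3, read by eye, and Pearson's r was 0.983 here; no alternative was set for r itself. Of the 24 values printed in Fig. S2 and S3 as R², 18 lie within 0.01 of Pearson's r here and 1 within 0.01 of its square, so the comparison is made on the scale of r, where the largest difference was 0.037.

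Of the genes of Table 2, 19 of 20 were matched, 19 changed in the direction of the paper and 6 were called. Of the 21 genes of Table 3, 21 changed in the direction of the paper and 11 were called. The fold changes of all 40 matched genes lie within 1 standard error of the paper's. Both come from the same libraries, while that error measures the spread between replicates, so this is a loose limit on differences in processing. The paper lists the following as increased in TE, and here they were not called. *OPI3* (1.53) was called with replicates as a block, with limma-voom and without no drug Ribo-seq replicates 2 or 4. *HGT5* (1.55) and *ECM15* (1.49) were called with limma-voom and without no drug Ribo-seq replicate 3, and *CKA2* (1.47) and *MRS4* (1.23) with limma-voom. *PEX11* (1.52) was called with DESeq2, with limma-voom and without fluconazole Ribo-seq replicate 4 or no drug Ribo-seq replicate 1, and *ROA1* (1.27) without no drug Ribo-seq replicate 4. The fit without the 3 sparse libraries, chosen after seeing the values, called *CSE4* (1.63), *ECM15*, *PEX11* and *MRS4*. *GPI14* could not be matched. No setting called *PGA1* (1.57), *ESP1* (1.03) or *PLC1* (0.95), or *PRR2*, *BMT7* and *NTG1*, which had libraries with 0 reads and were not tested.

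*RAC1* (1.13) was called with DESeq2, with DESeq2's size factors, with no filter, and without fluconazole RNA-seq replicate 2, no drug RNA-seq replicate 1 or no drug Ribo-seq replicates 1 or 3. *RAS1* (0.93) was called with no filter, with limma-voom, without any 1 of 7 libraries and, in a setting chosen after seeing the values, without the 3 sparse libraries. *MRP17* (1.64) was called with limma-voom and without no drug Ribo-seq replicate 4, and *TIF5* (0.98) with limma-voom and without no drug Ribo-seq replicates 1 or 3. *ANB1* (1.99) was called with DESeq2, with limma-voom, with replicates as a block and without fluconazole RNA-seq replicate 4, fluconazole Ribo-seq replicate 2 or no drug Ribo-seq replicate 1. *RPL39*, with 0 reads in a library, was called with no filter, with a mean count of 10 and without no drug Ribo-seq replicate 4. Of the settings chosen after seeing the values, DESeq2 on all genes and on genes with a mean count of 1, with or without size factors within each assay, called *PEX11*, *RAC1*, *ANB1* and *RPL39*, and DESeq2 with such size factors alone called the first 3.

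Among genes that the paper lists as reduced in TE, *CTA26* (-2.14) was called with DESeq2, with limma-voom, at equal depth and without no drug RNA-seq replicates 1 or 2 or no drug Ribo-seq replicate 4. *RBR1*, *MAL2*, *SLR1*, *HRT1* and *ARO3*, with 0 reads in a library, were called with a mean count of 10, *RBR1*, *MAL2* and *SLR1* also with no filter, *MAL2* and *SLR1* without no drug RNA-seq replicate 1, *HRT1* without fluconazole Ribo-seq replicate 4 and *ARO3* without fluconazole Ribo-seq replicate 2. DESeq2 on all genes or on genes with a mean count of 1, chosen after seeing the values, called these 5 and *CTA26*, *RRN11* and *YPD1*; with size factors within each assay as well it called these but for *HRT1* and *YPD1*, and with such size factors alone *CTA26*. The fit without the 3 sparse libraries, also chosen then, called *HRT1*. No setting called *DAD3*, *DCC1* or *GIT2*.

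In RNA-seq, the paper lists *RAD32*, *RAC1*, *MRP17* and *ANB1* as reduced and *ZCF32* as increased, and edgeR did not call them. *RAD32* (-1.12) was called with DESeq2 and with replicates as a block. The settings added after seeing the values called *RAD32* and *ZCF32* (DESeq2 on all genes) and *RAC1* and *ZCF32* (without the sparse library). *RAC1* was called with replicates as a block and without fluconazole RNA-seq replicates 2 or 3 or no drug RNA-seq replicates 1 or 3, and *ZCF32* (1.84) with DESeq2 and without no drug RNA-seq replicate 1. No setting called *MRP17* (-0.97) or *ANB1* (-1.16). Of the 26 genes that the paper names as induced, 25 were called, and of the 9 it names as reduced apart from those with increased TE, 9.

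The paper names *OPI1* among genes with increased TE. Its TE changed by -0.33 here, in the fit without a filter because it had 0 reads in a library, and no setting called it. *OPI3*, which Table 2 lists, had an increase of 1.53.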

Other observations

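The tests reported here were set before their results were seen, apart from revisions of the simulation, its version with correlated libraries and the rule by which the simulations are judged, the choice to leave out the 3 sparse libraries and the grouping of the sets of 3 libraries by the number of sparse ones, which were made after.

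The 8 cultures can be split into 4 and 4 in 35 ways. The number of splits that gave a result as large was 1, the real split, for increased and reduced RNA DE, increased and reduced Ribo DE and reduced TE, and for the set p of the ergosterol and the ribosomal protein genes in RNA-seq. Apart from reduced TE, chance in the grouping is excluded for these when all 35 splits are taken as alike, without regard to replicate numbers. The splits that respect those numbers, given below, are too few to exclude it. For reduced TE the splits cannot exclude chance, because the others mix cultures with and without the drug. Changes in RNA-seq and Ribo-seq then add to the spread within their groups, which can lower their TE calls. Libraries simulated without a change in TE gave up to 117 genes with reduced TE, above the 88 of the other splits. The real split gave 83 genes with reduced TE with replicates as a block, against 139. The 4 overlaps of TE and RNA DE cannot be tested in this way: the real split alone, 1 split, gave overlaps as large, but the others called at most 2 genes in RNA DE, which leaves them 0 in each overlap. Chance in the grouping is not excluded for increased TE, where 20 of the 35 splits called as many genes, for the ribosomal protein genes in TE, with 10, and for the ergosterol genes in TE, with 8. In the 34 other splits the larger direction of TE held a median of 48 genes and at most 88, and both directions together at most 97, against 187 in the real one. Replicate numbers pair the cultures, and 8 of the 35 splits part every pair. Among these, 5 called as many genes with increased TE, 3 gave as small a p for the ergosterol genes in TE, and 1, the real split, for each of the other results apart from the overlaps; with 8 splits the share cannot be under 0.05. The other 27 splits leave at least 1 pair together.

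TE and RNA DE share the RNA-seq libraries, and a candidate explanation of calls in opposite directions is the error that they share. Libraries simulated with the RNA-seq changes of the data and no change in TE gave a median of 33 genes called in opposite directions (25 to 44 in 20 simulations), against 21 in the data. These libraries were drawn independently, while libraries of the same replicate number are correlated in the data. With such correlations added, at the mean r of each pair of groups that share an assay or a condition, the median was 17 (9 to 21). Of these 20 simulations, 2 gave as many as the data. Shared error and a biological source of the opposite calls cannot be told apart, because the simulated number lies above or under that of the data according to how the libraries are taken to be correlated. The simulation was revised 2 times after its results were seen, first to give each assay its own dispersion and then to scale the RNA-seq changes by 0.893, and the medians of the earlier versions were 42 (35 to 54) and 37 (30 to 52). The simulated numbers of genes with increased and reduced TE, with medians of 95.5 and 97.5, came with a correlation between TE and RNA-seq changes of -0.236, against -0.157 in the data, so the simulated spread differs from that of the data. With the correlations they were 53.5, 56.5 and -0.161 (-0.204 to -0.143). Both versions called more genes as increased RNA DE than the data, with medians of 352.5 and 345 against 284, and no simulated library was made sparse. The treatment stays open as a biological explanation.

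The fit without the 3 sparse libraries called 344 genes in TE, and the 64 sets of 3 libraries that take 1 from each of the same groups were compared with it. In 2 of the 64 sets, the sparse set included, as many genes were called, with 138 to 368 in the others and a median of 208. The set with 368 itself leaves out 2 of the 3 sparse libraries, no drug RNA-seq replicate 1 and no drug Ribo-seq replicate 2. The prediction written before the test, that the sparse set would call the most, was not met. In the 27 sets that leave out none of the sparse libraries 138 to 214 genes were called, in the 27 that leave out 1 of them 184 to 295 and in the 9 that leave out 2 of them 249 to 368, and the median standard error was 0.454 without the sparse libraries, against 0.509 to 0.842 in the other sets. The range of calls thus rose with the number of sparse libraries left out, up to 2. Whether their spread lowers it cannot be told apart from the number of genes that can be tested, because that rose too, from 4232 to 4323 with 0 of them left out to 4943 without all 3.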
